# RNA-Seq transcriptomics and pathway analyses reveal potential regulatory genes and molecular mechanisms in high- and low-residual feed intake in Nordic dairy cattle

**DOI:** 10.1186/s12864-017-3622-9

**Published:** 2017-03-24

**Authors:** M. S. Salleh, G. Mazzoni, J. K. Höglund, D. W. Olijhoek, P. Lund, P. Løvendahl, H. N. Kadarmideen

**Keywords:** RNA-Seq, Feed efficiency, Residual feed intake, Differentially expressed genes, Pathways, Dairy cattle

## Abstract

**Background:**

The selective breeding of cattle with high-feed efficiencies (FE) is an important goal of beef and dairy cattle producers. Global gene expression patterns in relevant tissues can be used to study the functions of genes that are potentially involved in regulating FE. In the present study, high-throughput RNA sequencing data of liver biopsies from 19 dairy cows were used to identify differentially expressed genes (DEGs) between high- and low-FE groups of cows (based on Residual Feed Intake or RFI). Subsequently, a profile of the pathways connecting the DEGs to FE was generated, and a list of candidate genes and biomarkers was derived for their potential inclusion in breeding programmes to improve FE.

**Results:**

The bovine RNA-Seq gene expression data from the liver was analysed to identify DEGs and, subsequently, identify the molecular mechanisms, pathways and possible candidate biomarkers of feed efficiency. On average, 57 million reads (short reads or short mRNA sequences < ~200 bases) were sequenced, 52 million reads were mapped, and 24,616 known transcripts were quantified according to the bovine reference genome. A comparison of the high- and low-RFI groups revealed 70 and 19 significantly DEGs in Holstein and Jersey cows, respectively. The interaction analysis (high vs. low RFI x control vs. high concentrate diet) showed no interaction effects in the Holstein cows, while two genes showed interaction effects in the Jersey cows. The analyses showed that DEGs act through certain pathways to affect or regulate FE, including steroid hormone biosynthesis, retinol metabolism, starch and sucrose metabolism, ether lipid metabolism, arachidonic acid metabolism and drug metabolism cytochrome P450.

**Conclusion:**

We used RNA-Seq-based liver transcriptomic profiling of high- and low-RFI dairy cows in two breeds and identified significantly DEGs, their molecular mechanisms, their interactions with other genes and functional enrichments of different molecular pathways. The DEGs that were identified were the *CYP*’s and *GIMAP* genes for the Holstein and Jersey cows, respectively, which are related to the primary immunodeficiency pathway and play a major role in feed utilization and the metabolism of lipids, sugars and proteins.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3622-9) contains supplementary material, which is available to authorized users.

## Background

Feed efficiency is an important trait that should be improved to increase the sustainability and profitability of livestock production. On the one hand, there is a growing demand for food derived from dairy cattle; on the other hand, this production is associated with a high carbon footprint [1, 2], affecting the sustainability of dairy farming. Thus, there is a call for more long-term sustainable interventions. Animal genomics, particularly research regarding the potential genes that are differentially expressed in relation to an increased or a decreased efficiency of feed utilization in dairy cattle, could contribute towards achieving these goals [3]. The definition of feed efficiency in dairy animals is more complicated than that in growing animals because the catabolism of body reserves, followed by the anabolism of body reserves until the next calving period, must be considered in dairy animals [4]. The main purpose of dairy cattle is the production of milk, and it is important to select cattle that have a high efficiency in converting feed into milk. This high efficiency will lead to lower feed costs and increased profits for milk producers [5]. High feed intake and feed efficiency reflect the high production of milk (yield, fat content, protein, lactose and other milk contents) [6]. Therefore, measuring the feed efficiency is important to improve the environment and profits of milk producers.

Feed efficiency is conventionally evaluated using a conversion ratio of the feed intake to the output of the cows. Feed conversion efficiency is an expensive trait to assess and, thus, lends itself to genomic selection. Moreover, it is not sufficient to measure how much nutrients the animal uses to convert into energy to support growth, lactation and body maintenance. In the last 10 years, transcriptomics in dairy cattle has used gene expression microarrays to identify candidate genes for milk yield, protein yield, fertility and metabolic diseases, such as ketosis and milk fever [7–10]. However, only a few studies have focused on liver transcriptomic data of feed efficiency in dairy cattle, and none have focused on Nordic dairy cattle [9–11].

Residual feed intake (RFI) has been used to describe feed efficiency in animals, including beef and dairy cattle [12–15]. Residual feed intake has been defined as the difference between the actual and predicted feed intake [16]. In other words, animals with low RFI are more feed efficient compare to high RFI animals. The heritability of the RFI trait (between 0.01 and 0.38) is quite reliable as a genetic selection trait [17–19]. Hence, the RFI may be a relevant trait to consider in selecting genetically superior animals for breeding studies. Genome-wide association studies (GWAS) characterizing the gene expression and gene regulatory mechanisms related to feed efficiency are quite established in pigs (and poultry) [20, 21]; however, such studies in dairy cattle are fairly recent [22]. In this study, we used an RFI adjusted for stage of lactation, management group, breed and parity. Given the major role of the liver in regulating nutrient homeostasis [23], it is important to understand the biological mechanisms underlying this process. Thus, genome-wide gene expression studies of the liver can provide biological insights into feed processing efficiency and help to determine the mechanism(s) of feed efficiency.

Transcriptomic analyses are useful for studying animal production and health [24] and have become important components of systems genomic or systems biology methods [25]. Transcriptomic analyses provide a snapshot of all the gene expression profiles in a given tissue and insight into the gene functions pertaining to a particular trait [24]. Microarray technologies have been the main platform for animal science research in recent years; however, this trend has been increasingly replaced by RNA-Seq technologies [24–26].

The primary objective of the present study was to identify potential regulatory genes and molecular pathways involved in RFI in dairy cattle by characterizing the liver transcriptome based on RNA-Seq technologies [24, 26]. Another objective of this study was to evaluate the effects of different diets interacting with high- and low-RFI cattle and the resulting impact on the gene expression profiles and associated pathways. This study reports important findings regarding potential regulatory genes and the pathways underlying feed efficiency in dairy cattle using next-generation sequencing or RNA-Seq technology and, most importantly, the nutrigenomics aspects of RFI x Diet interactions.

## Results

### Mapping statistics summary

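Liver biopsies of 9 Holstein and 10 Jersey cows gave 38 RNA-Seq libraries, 2 per cow: each cow was biopsied once on the control (C) diet and once on the high concentrate (HC) diet. There were 4 high-RFI and 5 low-RFI Holsteins, and 5 Jerseys in each group. Residual feed intake (RFI) is the actual minus the predicted feed intake, so high-RFI cows are the less feed-efficient ones. The RFI values ranged from -0.03 to 0.885 in the high-RFI and from -1.103 to 0.05 in the low-RFI Holsteins, and from 0.458 to 2.226 in the high-RFI and from -1.705 to -0.042 in the low-RFI Jerseys. The group column of Table 8 carries the opposite names (Low for the cows called high-RFI here); the groups used here follow the definition of RFI and the RFI bars of Figs. 1 and 2. The authors aligned the reads to UMD3.1 and deposited the number of read pairs that HTSeq-count assigned to each Ensembl gene in each library, without normalization. Between 17472750 and 24478289 read pairs per library were counted on genes, with a median of 19814536. The medians were 19262036 (C) and 18915702 (HC) in the high-RFI Holsteins, 19808951 and 20685325 in the low-RFI Holsteins, 21367060 and 20079011 in the high-RFI Jerseys, and 18521630 and 19863742 in the low-RFI Jerseys. All 38 samples were pooled over the same lanes in 1 run, so no sequencing batch separates the groups.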

The sequencing generated, on average, 57,149,474 raw reads (28,574,737 paired reads) per sample. 

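Counting also the read pairs that fell outside the annotated genes or on overlapping genes, the deposited counts hold 26084635 read pairs per library on average over the 38 libraries, 25749055 in the Holstein and 26386656 in the Jersey libraries. Of these, 76.2% ± 1.01 (SD, n = 38 libraries) were assigned to a gene, from 74.9% in the lowest to 79.9% in the highest library. The 10 genes with the most counts over all 38 libraries took 26.1% of the read pairs on genes of a library on average.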

On average, 91% of the read pairs (26,067,856 read pairs) uniquely mapped to the bovine reference genome from the Ensembl database, release 82. On average, 62% of the read pairs mapped to exonic regions, 20% of the read pairs mapped to intronic regions and almost 18% of the read pairs mapped to intergenic regions (Table 1). After quantifying the expression of the 24,616 genes annotated from the *Bos taurus* reference genome, we excluded a total of 12,591 and 12,711 genes from the remainder of the analyses (because of low expression) of the Holstein and Jersey datasets, respectively. 

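Of the 24616 Ensembl genes in the count tables, 18447 had at least 1 count in the Holstein libraries and 18556 in the Jersey libraries. Genes were kept when they reached 1 CPM (read pairs scaled to the size of the library) in at least 8 Holstein or 10 Jersey libraries, the limits given in the Methods. This excluded 12591 genes in the Holsteins and 12711 in the Jerseys, and the genes kept held 99.9% of the counts in each breed. The limit was passed in both breeds by 11827 genes.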

In total, 12,025 genes in the Holstein breed and 11,905 genes in the Jersey breed were used for the subsequent analyses.

**Table 1:** Summary of the average statistics of the sequence quality and alignment information for the Jersey and Holstein breeds

	Jersey	Holstein
Number of input read pairs	29,428,257	28,221,217
Uniquely mapped read pairs	26,386,656	25,749,055
Mapping rate (%)	91.25	91.24
Exonic	62.15	62.08
Intronic	20.19	20.07
Intergenic	17.66	17.86

### Differentially expressed genes (DEGs)

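The counts of each breed were fitted with parity, diet and RFI group (Model 1) and with the interaction of diet and RFI added (Model 2), using edgeR's quasi-likelihood test after TMM normalization. DEGs are genes with a Benjamini-Hochberg adjusted p under 0.05. Log2 fold changes are high- minus low-RFI, or HC minus C, with the standard error (SE) from the same fit. The 2 libraries of a cow are not independent samples of its RFI group. Across genes, the deviations of a cow's 2 libraries from their group means correlated with a mean r of 0.42 in the Holsteins, against -0.052 for libraries of different cows, and with 0.30 against -0.034 in the Jerseys; genes are not independent replicates. The most similar library was that of the same cow for 18 of the 18 Holstein and 14 of the 20 Jersey libraries. In the Jerseys, 33 genes were on in some cows and off in others. The libraries labelled as cow 10 were alike in 26 of these genes and those labelled as cow 17 in 27, both cows being low-RFI. The libraries labelled as cow 10 and cow 17 on the C diet were alike in 32 genes, and those labelled HC in 33, while the 2 libraries of the other 8 cows were alike in 28 to 33. The labels were used as given. No pair of libraries held the same counts: the chi-square per degree of freedom between the libraries of a cow was at least 23.1 in the Holsteins and 13.8 in the Jerseys, where 1 is sampling noise. Tests over cows use the mean of the 2 libraries of each cow.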

The DEGs identified by DESeq2 are shown in the heat map (Figs. 1 and 2).

**Fig. 1:**
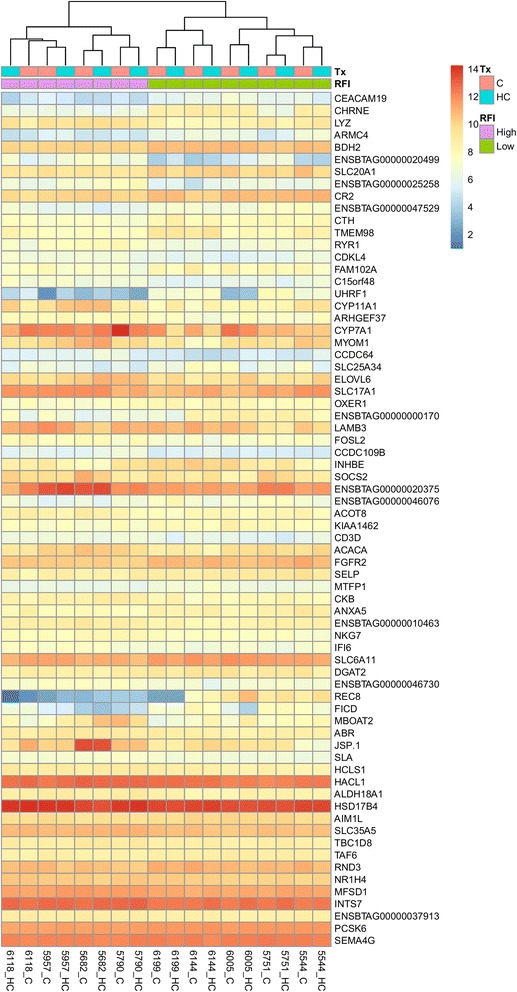
Heatmap showing the gene expression data of the 70 significantly differentially expressed genes (padj < 0.05) annotated with the gene ID in Holsteins without the interaction term. The data are log2 normalized. Tx = Treatment diet; C = Control diet; HC = High concentrate diet; RFI = Residual Feed Intake groups

**Fig. 2:**
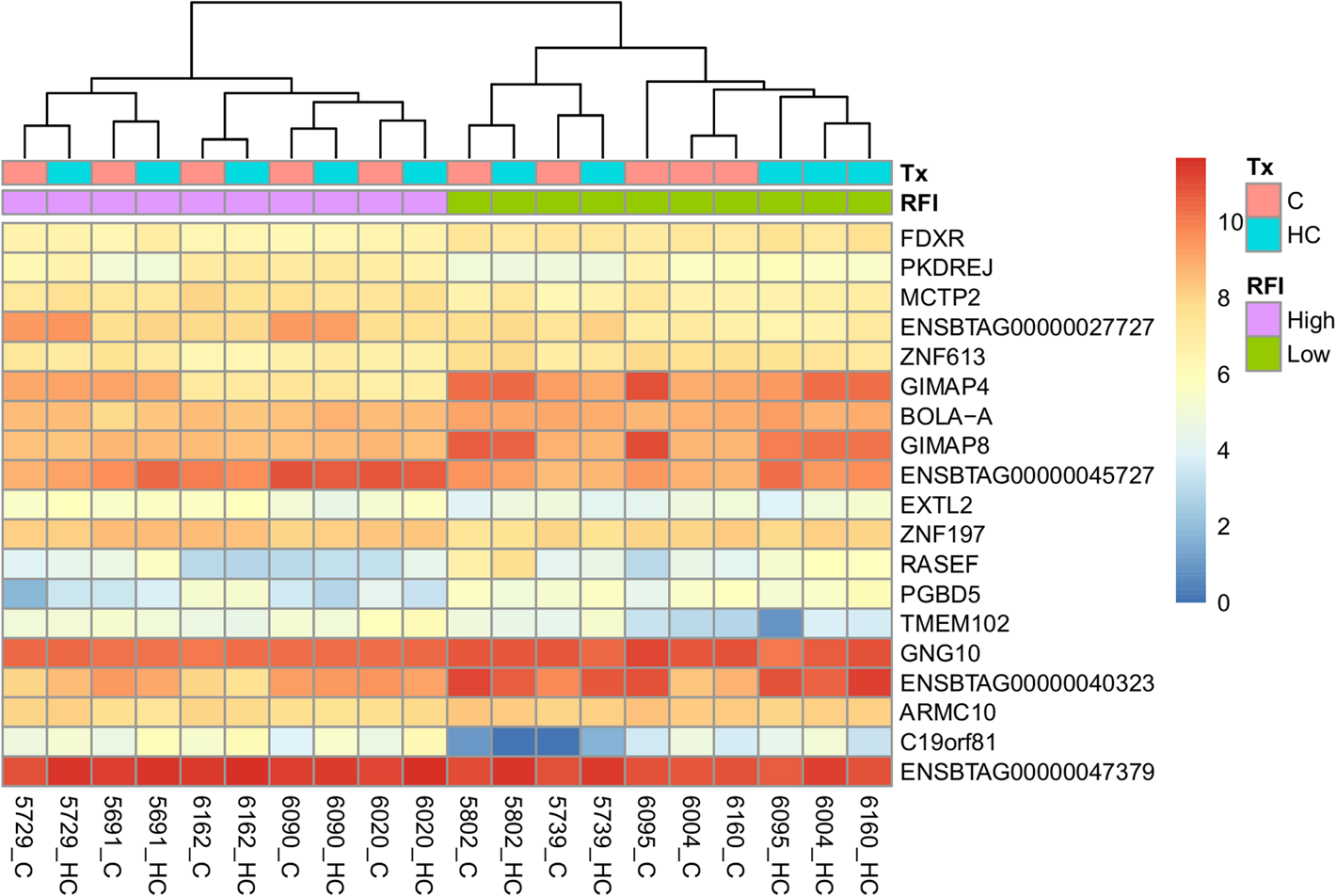
Heatmap showing the gene expression output of the 19 significantly differentially expressed genes (padj < 0.05) annotated with the gene ID in Jerseys without the interaction term. The data are log2 normalized. Tx = Treatment diet; C = Control diet, HC = High concentrate diet; RFI = Residual Feed Intake groups

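Within the C diet, 4 DEGs by RFI (1 higher and 3 lower in the high-RFI group) were found in the Holsteins and 1 in the Jerseys with edgeR. Within the HC diet, 2 were found in the Holsteins and 0 in the Jerseys, where 512 of 11905 genes had an unadjusted p under 0.05. With the cow as a random replicate block in limma-voom, the estimated correlation between the paired libraries of a cow was 0.19 in the Holsteins and 0.078 in the Jerseys. The counts were then 2 (C) and 1 (HC) in the Holsteins and 0 and 0 in the Jerseys, with 580 (C) and 525 (HC) Jersey genes at an unadjusted p under 0.05. DESeq2 without a prior on the fold changes moved these counts most, to 9 (C) and 13 (HC) in the Holsteins and to 3 and 6 in the Jerseys, where the count within the C diet was 6 at its default alpha, a setting chosen after seeing the data.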

The interaction analysis showed low numbers of DEGs in both diet groups (Table 2). From the DESeq2 output, 22 genes and 14 genes in the Holstein and Jersey breeds, respectively, were detected as significant DEGs for the interaction between RFI and diet. 

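For the interaction between diet and RFI in the Holsteins, 0 of 12025 genes had an adjusted p under 0.05 in edgeR, and 206 had an unadjusted p under 0.05. With the cow as a fixed replicate block, which compares the paired libraries within each cow, the number was 0 as well, with 365 genes at an unadjusted p under 0.05.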

No significantly DEGs were identified for the interaction in the Holstein group. However, in the Jersey group, two genes, SEC24 Homologue D (*SEC24D*) and FLT3-Interacting Zinc Finger 1 (*FIZ1*), were differentially expressed in the FE groups, depending on the two diet types (Fig. 3).

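In the Jerseys, edgeR gave 0 genes with an adjusted p under 0.05 for the interaction and 443 with an unadjusted p under 0.05. With the cow as a fixed replicate block, these numbers were 0 and 575. DESeq2 without a prior gave 2 genes, which the count tables list by Ensembl identifier. ENSBTAG00000003619 had 43.9 ± 8.45 CPM on C and 42.6 ± 8.13 on HC in the high-RFI cows, against 58.9 ± 8.42 on C and 33.1 ± 3.98 on HC in the low-RFI cows (SD, n = 5 cows each). Its interaction log2 fold change was 0.79 (SE 0.15), with an adjusted p of 0.511 in edgeR and 0.00767 in DESeq2, and of 0.345 and 0.00157 with the fixed block. It was higher on HC in 0 of the 5 low-RFI cows and in 3 of the 5 high-RFI cows. ENSBTAG00000030403 had 16.9 ± 0.945 CPM on C and 14.2 ± 0.954 on HC in the high-RFI cows, against 13.7 ± 1.28 and 17.6 ± 2.40 in the low-RFI cows (SD, n = 5 each). Its interaction log2 fold change was -0.61 (SE 0.12), with an adjusted p of 0.529 in edgeR and 0.0350 in DESeq2, and of 0.856 and 0.349 with the block. The HC minus C differences of the cows separated the RFI groups completely for either gene (exact permutation test, two-sided, p = 0.00794, the smallest that 5 against 5 cows allow), before any correction for the 11905 genes tested. Without the cows labelled 10 and 17, DESeq2 without a prior gave 0 genes for the interaction, with 378 at an unadjusted p under 0.05.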

**Table 2:** Number of differentially expressed genes between high- and low-RFI in a separate diet group in the model with an interaction term and without an interaction term (the diet group was pooled together) according to corrected *p*-values < 0.05

	Control	High concentrate	With interaction	Without interaction
Holstein	9	13	0	70
Jersey	6	6	2	19

**Fig. 3:**
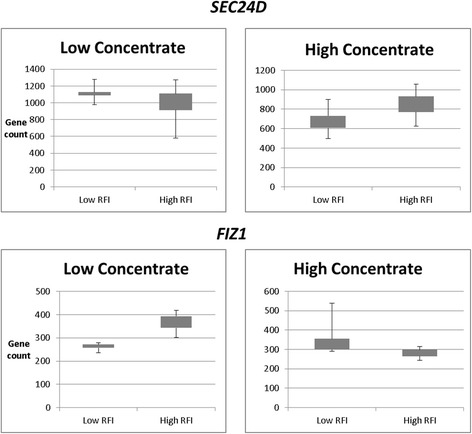
The plot counts of the 2 genes that show a significant change (padj < 0.05) greater than 0.5-fold in the interaction analysis in the Jerseys

Furthermore, 70 Holstein and 19 Jersey DEGs were identified by comparing the RFI status directly without accounting for an interaction (Table 2) (Figs. 1 and 2). 

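With edgeR, Model 1 gave 8 DEGs by RFI in the Holsteins (1 higher and 7 lower in the high-RFI group) and 4 in the Jerseys (2 higher and 2 lower). The numbers at an unadjusted p under 0.05 were 986 of 12025 and 703 of 11905 genes. With the cow as a random replicate block, 5 Holstein and 3 Jersey DEGs remained. With the selection block of Table 8 in place of parity, edgeR gave 29 Holstein (12 higher and 17 lower) and 3 Jersey DEGs. DESeq2 raised the counts most, to 75 in the Holsteins and 19 in the Jerseys with its prior on the fold changes. Without the prior it gave 61 and 21. With the 2 libraries of each cow summed into 1, edgeR gave 0 DEGs in either breed, with 555 Holstein and 461 Jersey genes at an unadjusted p under 0.05; DESeq2 with its prior, tried on summed libraries after seeing the data, gave 27 and 6. The Holstein DEGs CEACAM19, REC8 and BDH2 shared the lowest adjusted p. CEACAM19 (ENSBTAG00000015313) was at 1.49 ± 0.483 CPM in the high-RFI (SD, n = 4) and 3.59 ± 1.16 in the low-RFI cows (n = 5), with a log2 fold change of -1.50 (SE 0.16, adjusted p = 0.000113). REC8 (ENSBTAG00000002705) was below 1 CPM in all high-RFI cows. Among the low-RFI cows it was at 0.248 CPM in cow 19 and between 12.2 and 61.9 CPM in the others (exact permutation test over cows, two-sided, p = 0.0397). CHRNE (ENSBTAG00000004908) had 4.19 ± 0.381 CPM in the high-RFI cows and 4.50 CPM in the low-RFI cow 6, with 21.2 to 26.4 in the other low-RFI cows. LYZ (ENSBTAG00000026779) was the DEG that rose, with a log2 fold change of 0.98 (SE 0.16, adjusted p = 0.0232). With the cow as a random replicate block in limma-voom, its adjusted p was 0.110. In the Jerseys, MCTP2 (ENSBTAG00000013689) rose by 0.77 on the log2 scale (SE 0.12, adjusted p = 0.0278) and PKDREJ (ENSBTAG00000008066) by 1.12 (SE 0.18, adjusted p = 0.0294).

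**Figure D1:**
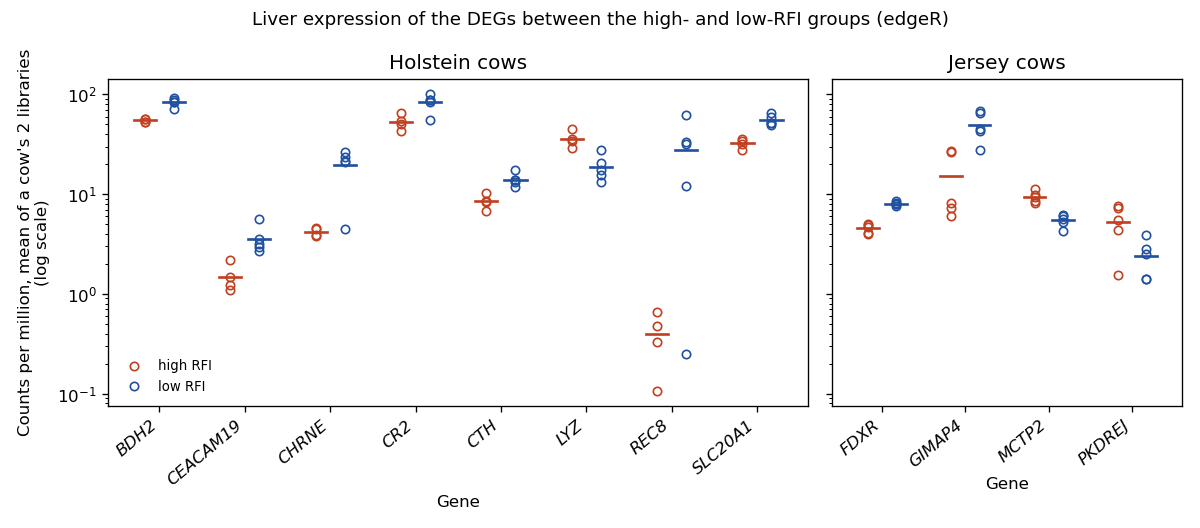
CPM (log scale) of the 8 Holstein and 4 Jersey genes with an adjusted p under 0.05 in edgeR, 1 circle per cow (mean of its C and HC libraries) and a line at the mean of each RFI group. The REC8 value of cow 19, a low-RFI Holstein, lies at 0.248 CPM among the values of the high-RFI cows.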

Nine genes in the Holstein breed and five genes in the Jersey breed were not annotated. 

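All 70 Holstein genes of Additional file 1 and all 19 Jersey genes of Additional file 2 passed the limit on low counts. In edgeR, 40 of the 70 Holstein genes were higher and 30 lower in the high-RFI group, and 9 of the 19 Jersey genes were higher and 10 lower, each with the sign listed. Their log2 fold changes ranged from -6.51 to 2.26 in the Holsteins and from -2.01 to 2.03 in the Jerseys. An exact two-sided permutation test over cows gave a p under 0.05 for 55 of the 70 and 16 of the 19 genes, and for 36 and 16 after Benjamini-Hochberg adjustment within each list. These genes had been chosen for their difference in the same cows.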

The list of DEGs with their fold changes in the Holstein and Jersey cows is shown in Additional files 1 and 2.

### Overrepresented pathways and gene networks

The GOseq analysis did not identify any significantly enriched GO (Gene Ontology) terms or KEGG (Kyoto Encyclopedia Genes and Genomes) pathways.

The output of the GSEA (Gene Set Enrichment Analysis) is presented in Tables 3, 4 and 5, which show the most significantly enriched pathways with FDR (False Discovery Rate) *q*-values less than 0.01. We identified seven overrepresented pathways for the downregulated set of genes, and none were identified for the upregulated genes in the Holsteins. In the Jerseys, two pathways were overrepresented for genes with negative-fold changes, and three pathways were overrepresented for genes with positive-fold changes. The top KEGG pathways for the genes that were downregulated in the high-RFI group in the Holsteins and the Jerseys is the primary immunodeficiency pathway, while the significant pathways identified for the genes that were upregulated in the high-RFI group were only detected in the Jerseys. 

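Of the core genes in Tables 3 and 4, only CD3D could be followed here for primary immunodeficiency, since the tables print symbols and the count tables Ensembl identifiers: 1 of 14 genes of the Holstein list and 1 of 10 of the Jersey list were paired with an identifier. The lists were therefore not tested as sets. CD3D (ENSBTAG00000006452) had 4.96 ± 0.510 CPM in the high-RFI Holsteins (SD, n = 4) and 3.22 ± 0.682 in the low-RFI Holsteins (n = 5), a log2 fold change of 0.59 (SE 0.16, edgeR adjusted p = 0.282; exact two-sided permutation test over cows, p = 0.0159). In the Jerseys it had 3.30 ± 0.283 CPM in the high-RFI and 4.38 ± 1.41 in the low-RFI cows (SD, n = 5 each), a log2 fold change of -0.38 (SE 0.13, edgeR adjusted p = 0.676; exact two-sided permutation test over cows, p = 0.0635).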

We also identified that most of the pathways within the strong indication thresholds (FDR *q*-value <0.05) were related to the metabolism of retinols, starch, sucrose, ether lipids and drugs.

**Table 3:** KEGG pathways identified for the downregulated genes in the high-RFI group with an FDR *q*-value < 0.01 from the output of the GSEA in the Holsteins

	Name	FDR *q*-value	Core enrichment gene
1	Primary immunodeficiency	~0	*CD3D, IL7R, PTPRC, JAK3, ZAP70, CD3E, LCK, ADA, CD8A, BTK, TAP1, UNG, RFX5, CD4*
2	Natural killer cell mediated cytotoxicity	~0	*NFATC2, TNFRSF10D, NCR3, ICAM1, RAC2, ZAP70, PIK3CG, GRB2, LCK, NFAT5, PTK2B, LCP2, PRF1, ITGAL, TYROBP, PIK3CD, SH2D1A, TNF, VAV1, TNFSF10, PLCG2, ITGB2, PAK1, PIK3R5, KRAS, PRKCA, FASLG, SYK, LAT, CD48, IFNGR1, PIK3CA, FCER1G, KLRK1, RAF1, PTPN11, FAS, IFNAR1, PTPN6, HRAS, SOS2, PRKCB*
3	T cell receptor signaling pathway	~0	*CD3D, NFATC2, JUN, PTPRC, ITK, CD3G, ZAP70, CD3E, PRKCQ, PIK3CG, GRB2, LCK, NFAT5, CD8A, RASGRP1, LCP2, TEC, CARD11, PIK3CD, TNF, VAV1, NFKBIA, PAK1, PIK3R5, KRAS, MAPK9, CD4, PDK1*
4	Leukocyte transendothelial migration	0.002	*GNAI1, NCF1, RAPGEF4, OCLN, ITK, CLDN2, ICAM1, RAC2, CLDN1, NCF4, PIK3CG, CDH5, CXCL12, EZR, PTK2B, ITGAM, CLDN4, CYBB, ITGAL, NCF2, PIK3CD, VAV1, CLDN15, PLCG2, ITGB2, PIK3R5, PRKCA, MYL12B, ARHGAP35, F11R, ROCK2, RAP1A, ITGB1, ITGA4, PIK3CA, CXCR4, MSN, CTNNB1*
5	Chemokine signaling pathway	0.002	*CXCR6, GNAI1, CCR2, NCF1, ITK, CXCL9, DOCK2, CCL14, PLCB2, RAC2, JAK3, HCK, PIK3CG, GRB2, CX3CR1, CXCL12, ADCY7, ELMO1, PTK2B, GRK5, CCR5, WAS, ARRB1, PIK3CD, ADRBK2, VAV1, LYN, NFKBIA, PAK1, PIK3R5, KRAS, GNB4, GNG2, PRKX, FGR, STAT3, ROCK2, GNB5, RAP1A, PLCB1, STAT1, IKBKG, AKT3, CHUK, PIK3CA, CXCR4, GNG10, PRKACB*
6	FC gamma R mediated phagocytosis	0.008	*NCF1, SCIN, PTPRC, DOCK2, RAC2, HCK, ARPC1B, MYO10, PIK3CG, MARCKS, LIMK1, PLA2G4A, WAS, INPP5D, PIK3CD, ASAP1, VAV1, PLCG2, LYN, PAK1, PIK3R5, PRKCA, SYK, ARPC1A, PIKFYVE, LAT, PLD2, ARPC3, AKT3, PIK3CA*
7	Propanoate metabolism	0.009	*ACACA, ACSS2, ACAT2, ACACB, EHHADH*

FDR *q*-value = adjusted *p*-value; core enrichment gene = subset of genes that contributes most to the enrichment result

**Table 4:** KEGG pathways identified for the downregulated genes in the high-RFI group with an FDR *q*-value < 0.01 from the output of the GSEA in the Jerseys

	Pathways name	FDR *q*-value	Core enrichment gene
1	Leukocyte transendothelial migration	0.006	*NCF1, PLCG1, ICAM1, VAV1, MAPK12, MSN, PTK2, SIPA1, ITGAM, NCF4, RAP1B, VASP, PIK3CD, RHOH, PIK3R5, RAC2, RAPGEF3, ITK* *CLDN14, THY1, MYL12B, CLDN4, CXCR4, ACTG1, ITGB2, CYBA, CLDN7, EZR, CYBB, CLDN1, GNAI1, NCF2, MMP2, PRKCB*
2	Primary immunodeficiency	0.010	*CD4, CD8A, ADA, PTPRC, JAK3, TAP1, ZAP70, CD3e, CD3D, LCK*

FDR *q*-value = adjusted *p*-value; core enrichment gene = subset of genes that contributes most to the enrichment result

**Table 5:** KEGG pathways identified for the upregulated genes in the high-RFI group with an FDR *q*-value < 0.01 from the output of the GSEA in the Jerseys

	Pathways name	FDR *q*-value	Core enrichment gene
1	Retinol metabolism	0.002	*PNPLA4, CYP2B6, CYP2C18, RETSAT, CYP1A1, RDH11, CYP1A2, ALDH1A1, CYP26B1, LRAT, ADH5, UGT2A3, RDH16, UGT1A1, ALDH1A2, RDH10*
2	Metabolism of xenobiotics by cytochrome P450	0.003	*CYP2B6, ALDH1A3, CYP2E1, CYP2C18, EPHX1, CYP1A1, CYP1A2, MGST1, MGST3, ALDH3B1, ADH5, UGT2A3, UGT1A1*
3	Ether lipid metabolism	0.009	*ENPP6, PLA2G7, PLD2ENPP2, LPCAT2PLA2G12A, AGPSPLD1*

FDR *q*-value = adjusted *p*-value; core enrichment gene = subset of genes that contributes most to the enrichment result

The networks identified from the DEGs by IPA® (Ingenuity® Pathway Analysis) are presented in Tables 6 and 7. Seven and six networks were identified for the Holsteins and Jerseys, respectively. The top networks (Fig. 4) in the Holsteins involved 18 genes that are implicated in metabolic diseases, endocrine system disorders and gastrointestinal diseases. 

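For this network, ELOVL6 (ENSBTAG00000010564), FOSL2 (ENSBTAG00000023929), HCLS1 (ENSBTAG00000001009), IFI6 (ENSBTAG00000007554), NR1H4 (ENSBTAG00000013596), RYR1 (ENSBTAG00000006999), SOCS2 (ENSBTAG00000012007) and TBC1D8 (ENSBTAG00000025898) were all higher in the high-RFI Holsteins in edgeR. None of them reached an adjusted p under 0.05: the adjusted p was 0.156 for RYR1, 0.166 for NR1H4 and 0.184 for SOCS2, and 0.217 or more for the others. The log2 fold change was 0.79 (SE 0.18) for RYR1, 0.69 (SE 0.19) for ELOVL6, 0.68 (SE 0.17) for FOSL2 and 0.52 (SE 0.14) for IFI6. SOCS2 had a log2 fold change of 0.91 (SE 0.22), with 53.2 ± 27.5 CPM in the high-RFI and 34.7 ± 15.8 in the low-RFI cows (SD, n = 4 and n = 5); its cow means overlapped (exact two-sided permutation test, p = 0.262). HCLS1, TBC1D8 and NR1H4 changed by 0.39 (SE 0.09), 0.31 (SE 0.08) and 0.26 (SE 0.06). Among the genes lower in the high-RFI cows, CTH (ENSBTAG00000014791) had a log2 fold change of -0.63 (SE 0.10, adjusted p = 0.0121), CR2 (ENSBTAG00000038496) of -0.67 (SE 0.11, adjusted p = 0.0141) and SLC20A1 (ENSBTAG00000007895) of -0.73 (SE 0.13, adjusted p = 0.0322). FGFR2 (ENSBTAG00000014064) fell by 0.46 on the log2 scale (SE 0.09, adjusted p = 0.103) and TAF6 (ENSBTAG00000030966) fell by 0.29 (SE 0.06, adjusted p = 0.139). With a replicate block for the cow, only CR2 of these genes kept an adjusted p under 0.05 (0.0342).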

The genes that were upregulated in the high-RFI group in the top network of the Holsteins were *ACACA, CYP2C9, CYP7A1, ELOVL6, FOSL2, HCLS1, IFI6, NR1H4, RYR1, SOCS2* and *TBC1D8*; while the downregulated genes were *CR2, CTH, DGAT2, FGFR2, SLC20A1* and *TAF6*.

**Table 6:**
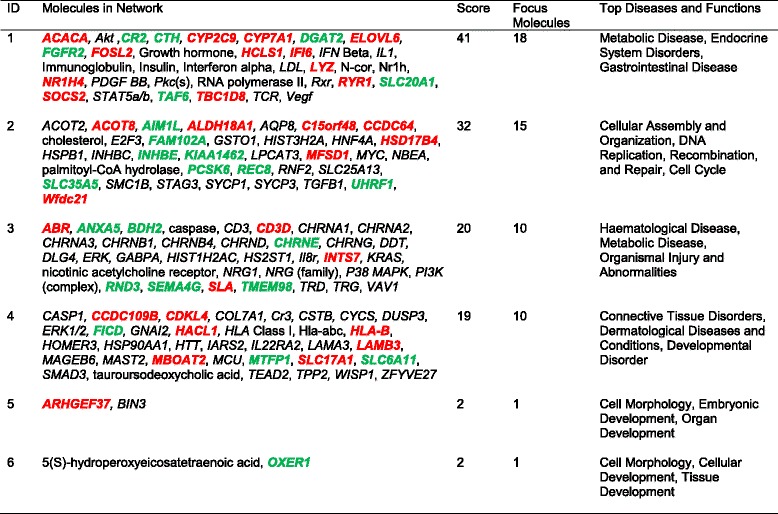
Gene networks from the 58 differentially expressed genes for the Holstein group converted to human orthologous genes

**Table 7:**
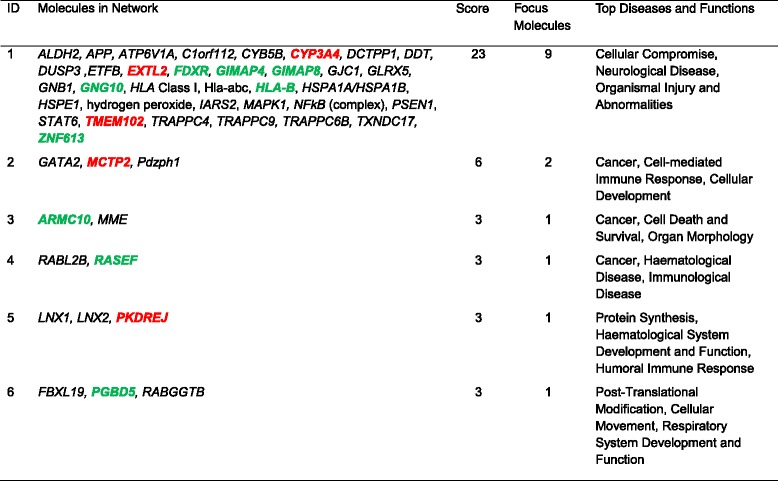
Gene networks from the 15 differentially expressed genes for the Jersey group converted to human orthologous genes

**Fig. 4:**
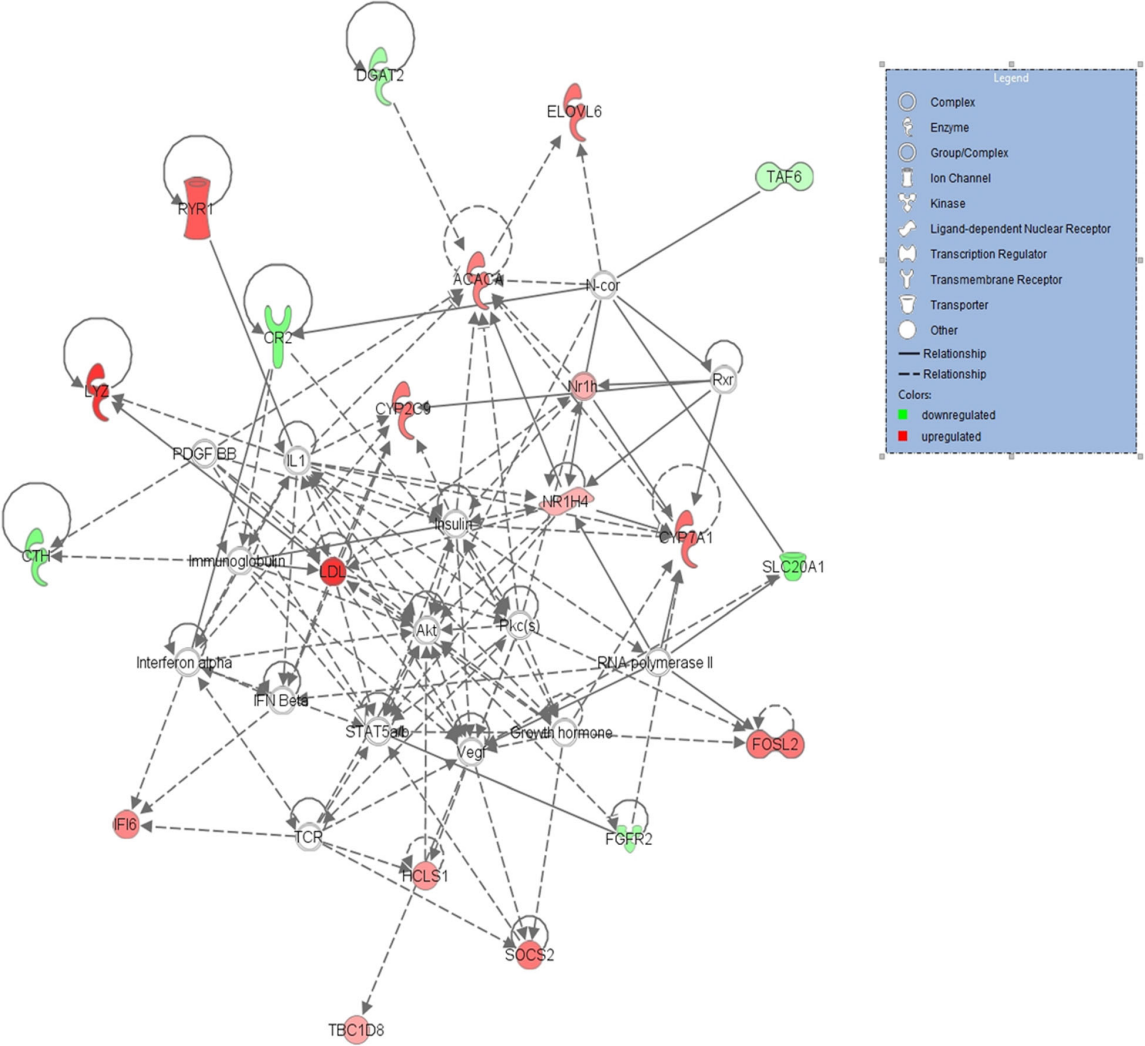
The relationship between 18 DEGs in network 1 in the Holsteins. The genes highlighted in red were upregulated, while those highlighted in green were downregulated in the high-RFI group

The top networks in the Jerseys (Fig. 5) involve nine genes that are implicated in cellular compromise, neurological disease, organismal injury and abnormalities. 

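In the Jerseys, EXTL2 (ENSBTAG00000019026) was at 2.24 ± 0.561 CPM in the high-RFI and 1.22 ± 0.358 in the low-RFI cows, and TMEM102 (ENSBTAG00000031737) at 1.87 ± 0.807 and 0.780 ± 0.535 (SD, n = 5 each). Both lie close to the limit of 1 CPM. Their log2 fold changes were 0.88 (SE 0.21, edgeR adjusted p = 0.309) and 1.36 (SE 0.32, edgeR adjusted p = 0.307). GNG10 (ENSBTAG00000009087), BOLA-A (ENSBTAG00000005182), which the network shows as HLA-B, and ZNF613 (ENSBTAG00000038487) had log2 fold changes of -0.41 (SE 0.09, adjusted p = 0.263), -0.49 (SE 0.09, adjusted p = 0.0873) and -0.65 (SE 0.15, adjusted p = 0.263) in edgeR. GNG10 and BOLA-A were lower in each of the 5 high-RFI cows than in any low-RFI cow. BOLA-A belongs to a family of similar major histocompatibility genes, so its counts are uncertain where read pairs could fall on more than 1 member.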

The network includes the genes *CYP3A4, EXTL2* and *TMEM102,* which were upregulated in the high-RFI group, and the genes *FDXR, GIMAP4, GIMAP8, GNG10, HLA-*B and *ZNF613,* which were downregulated in the high-RFI group.

**Fig. 5:**
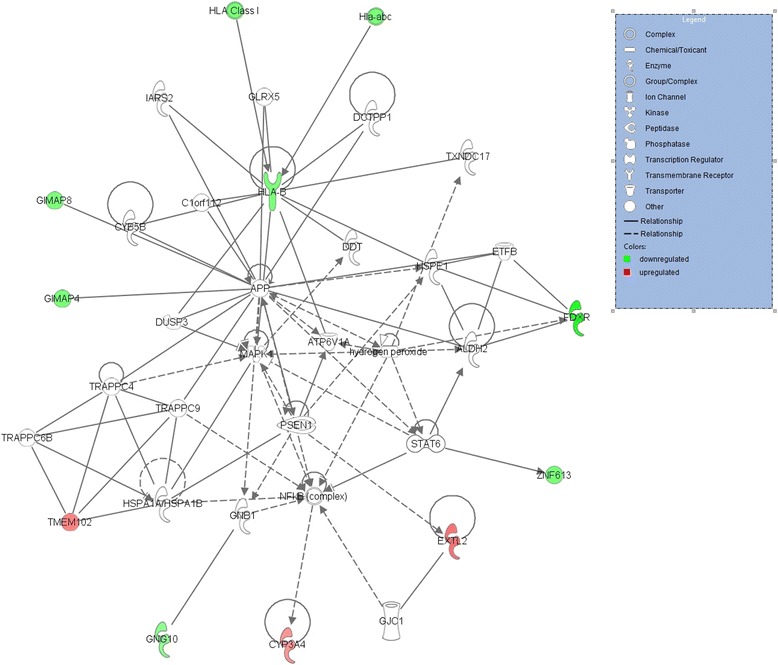
The relationship between the nine DEGs in network 1 in the Jerseys. The genes highlighted in red were upregulated, while those highlighted in green were downregulated in the high-RFI group

To investigate the DEGs interacting with each other, we analysed the candidate DEGs using the STRING 10 database. Several interacting genes were identified in the Holsteins. In particular, *ACACA* interacts with *BDH2, DGAT2, CYP11A1, HSD17B4, ALDH18A1, HACL1 and ELOVL6*. 

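In edgeR, HSD17B4 (ENSBTAG00000006978), ALDH18A1 (ENSBTAG00000011832) and HACL1 (ENSBTAG00000003718) were higher in the high-RFI Holsteins, by 0.34 (SE 0.09, adjusted p = 0.279), 0.35 (SE 0.09, adjusted p = 0.222) and 0.38 (SE 0.10, adjusted p = 0.249) on the log2 scale. ALDH18A1 separated the 4 high-RFI from the 5 low-RFI cows completely (24.2 ± 2.74 against 18.1 ± 2.28 CPM, SD; exact two-sided permutation test, p = 0.00794, the smallest possible). HSD17B4 was at 603 CPM in the high-RFI cow 2, within the range of the low-RFI cows, and between 854 and 920 CPM in the other 3 high-RFI cows. The cows had been selected in blocks. Within the 4 complete Holstein blocks the high-RFI cow was higher each time (872 against 585, 603 against 571, 920 against 703 and 854 against 656 CPM).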

In the Jerseys, only *GIMAP4* and GIMAP8 interact with each other. The top DEGs present in the IPA network are discussed.

## Discussion

### Differentially expressed genes

The liver plays an important role in regulating the nutrient supply [27]. Hence, the liver transcriptome may lead to the identification of genes that are important for regulating feed efficiency [28, 29]. Understanding the mechanisms of action and biological functions of the highly significant DEGs in high- versus low-RFI animals experimentally tested under controlled versus high concentrate diets improves our understanding of the biology of feed efficiency in dairy cattle.

The results of this study show a robust relationship and interaction between certain genes involved in feed utilization, partitioning of energy and metabolism. The potential regulatory genes that show a positive effect on RFI were reported in this study.

Almost all the DEGs in the interaction analysis were also present in the analysis without the interaction term. This result may be due to the treatment diet (either low or high concentrate), which might not have a significant impact or be reflected in the differences in the gene expression in the Holsteins. 

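In edgeR, 3 of the 4 Holstein DEGs within the C diet and 2 of the 2 within the HC diet were also DEGs in Model 1. The number of genes that were DEGs within both diets was 2. In the Jerseys, the 1 DEG within the C diet was a DEG in Model 1 too. With DESeq2, 8 of the 9 (C) and 10 of the 13 (HC) Holstein DEGs were also DEGs in Model 1, as were 2 of the 3 (C) and 4 of the 6 (HC) Jersey DEGs, and 0 of the 2 Jersey genes of the interaction term.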

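The effect of the diet itself, HC minus C in Model 1, is not tabulated in the paper. In the Holsteins, 94 of 12025 genes had an adjusted p under 0.05 in edgeR, 31 higher and 63 lower on HC. Because each cow ate both diets, the paired comparison within cows is the sharper one. With the cow as a fixed replicate block, 345 genes passed (153 higher and 192 lower), and with the cow as a random block 271. The count fell to 48 without parity, and to 13 without cow 1, the furthest from 94 as a ratio. ENSBTAG00000016060 rose from 7.77 ± 0.828 CPM on C to 16.1 ± 5.36 on HC (SD, n = 9 cows), a log2 fold change of 1.03 (SE 0.13, adjusted p = 0.00368). It was higher on HC in 9 of the 9 cows (exact two-sided sign-flip permutation test, p = 0.00391, the smallest possible). ENSBTAG00000016202 went from 183 ± 23.8 to 123 ± 20.0 CPM and was lower on HC in all cows, with a log2 fold change of -0.57 (SE 0.08, adjusted p = 0.00687). The RFI by diet interaction is a separate question from this effect. The paper proposes that the diet may have had little impact on expression in the Holsteins, from the overlap between the DEGs of the models with and without the interaction term.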

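For the Jerseys, 44 of 11905 genes changed with the diet in edgeR (27 higher and 17 lower on HC), and 71 (45 higher and 26 lower) with the cow as a fixed replicate block, which uses the paired libraries. Without the cows labelled 10 and 17, whose libraries resembled each other's more than their own, 6 genes passed without the block and 21 with it. Leaving out parity moved the count most downward, to 0, with 1318 genes at an unadjusted p under 0.05.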

A similar effect was observed in the Jerseys. However, we obtained a smaller number of DEGs compared to those in the Holsteins, which could be due to the small variation among the individuals in the Jersey high and low RFI groups. However, it should be noted that the number of animals from each breed is rather small and could have biased the results.

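Between cows of the same RFI group, the median over genes of the SD of log2 CPM was 0.138 in the high-RFI (n = 4) and 0.169 in the low-RFI Holsteins (n = 5), and 0.140 in the high-RFI and 0.163 in the low-RFI Jerseys (n = 5 each). The common biological coefficient of variation from edgeR was 0.179 in the Holsteins and 0.189 in the Jerseys.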

Significantly enriched GO terms and pathways were not identified by GOseq; therefore, we focused on a number of genes that appeared several times in significant networks in the IPA, GSEA and STRING 10. Hence, *ACACA* (Acetyl-CoA Carboxylase Alpha), *CYP11A1* (Cytochrome P450, Family 11, Subfamily A, Polypeptide 1), *CYP2C9* (Cytochrome P450, Family 2, Subfamily C, Polypeptide 9) *BDH2* (3-Hydroxybutyrate Dehydrogenase, Type 2), *DGAT2* (Diacylglycerol O-Acyltransferase 2), and *FBP2* (Fructose-1,6-Bisphosphatase 2) in the Holsteins and *CYP3A4* (Cytochrome P450, Family 3, Subfamily A, Polypeptide 4) and *FDXR* (Ferredoxin Reductase) in the Jerseys were chosen to gain a better understanding of the role of the top genes and networks that were involved. Some of the DEGs reported in previous reports [10, 28, 30] were found to be involved in similar processes related to feed utilization in humans, ruminants and other mammals.

Recently, an investigation of two divergent RFI groups in beef cattle using RNA-Sequencing [28, 31] revealed eight and seven significantly DEGs, respectively. However, similar DEGs were not identified in the present study on dairy cattle, suggesting that the discrepancy may be based on the breed. However, some of our results are consistent with a study showing a connection between immune function and most of the DEGs associated with low and high RFI in beef cattle [31]. Alexandre et al. (2015) [28] concluded that the DEGs related to feed efficiency and hepatic physiology were focused more towards the immune response, the metabolism of lipids and cholesterol and hepatic inflammation, which is also consistent with the findings of the present study.

### Insights from the Gene Set Enrichment Analysis (GSEA)

Primary immunodeficiency was the top overrepresented pathway detected by the GSEA. This pathway is present and significantly enriched in both cattle breeds. It was stated in the details of the pathway that primary immunodeficiency is a heterogeneous group of disorders. The downregulation of the primary immunodeficiency pathway in the high-RFI cows in both breeds suggests that a low immunity may affect the efficiency of feed utilization. Ozuna et al. (2012) [32] observed that primary immunodeficiency disorder is consistently inherited by low-feed efficiency pigs. Consistently, Kogelman et al. (2014) [33] and Do et al. (2013) [34] reported a correlation between genes related to immunodeficiency function disorders or immunity-related diseases and low-feed efficiency in pigs.

The results of the enrichment and pathway analysis of the DEGs contributes towards the understanding of the function of these genes in relation to the efficiency of feed utilization. The steroid hormone biosynthesis pathway was one of the top KEGG pathways identified in an analysis of negative energy balance in dairy cows [10]. We also discovered that this pathway was overrepresented in the set of genes that were upregulated in the high-RFI group in the Jersey cows (FDR *q*-value < 0.05). Steroid hormone biosynthesis should always occur in the adrenal glands and gonads, while the liver is the site of steroid hormone inactivation. The upregulation of this pathway indicated that steroid hormones were inactivated in the high-RFI group. Therefore, we could conclude that this pathway plays an important role in FE. Furthermore, both *CYP11A1* and *CYP7A1,* which function in cholesterol homeostasis, were identified as DEGs in our experiments, and they are a part of this KEGG pathway.

Additional interesting KEGG pathways that were upregulated in the high-RFI Jersey group were involved in xenobiotics metabolism, retinol metabolism, sphingolipid metabolism, starch and sucrose metabolism, ether lipid metabolism, arachidonic acid metabolism and drug metabolism cytochrome P450. Most of these pathways (Additional file 3) were related to nutrients (fatty acids, carbohydrates and proteins) and metabolism. de Almeida Santana et al. (2016) [35] reported that the retinol metabolic pathway was involved in the feed conversion ratio in beef cattle in relation to rump fat thickness. The authors also discussed that lipid and protein metabolisms were well-known important factors in feed efficiency physiology. The relationship between retinol metabolism and the feed conversion ratio phenotype in Nellore beef cattle has been previously described [36] and [35].

The top pathway of the metabolism of xenobiotics by cytochrome P450 involved the *CYP* genes. Specifically, the *CYP11A1* gene was upregulated in the high-RFI group compared with that in the low-RFI group. The *CYP11A1* gene was not present in the IPA output because it has no Entrez gene ID when uploaded as an input. However, *CYP11A1* was also identified as a DEG in the Holstein group. 

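CYP11A1 (ENSBTAG00000006934) had 50.3 ± 28.0 CPM in the high-RFI (SD, n = 4) and 19.9 ± 11.2 in the low-RFI Holsteins (n = 5). Its log2 fold change was 1.47 (SE 0.29), with an adjusted p of 0.103 in edgeR. The cow means overlapped (exact two-sided permutation test, p = 0.0556). In the Jerseys, the means were 25.0 ± 17.8 in the high-RFI and 28.4 ± 12.8 in the low-RFI cows (SD, n = 5 each; log2 fold change -0.24, SE 0.42, edgeR adjusted p = 0.993).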

The *CYP11A1* gene is also known as cytochrome P450, which functions in drug metabolism and cholesterol, steroid and lipid synthesis. When the expression of this gene is high, it will also lead to the active synthesis of lipids, steroids and hormones. Yi et al. (2015) [29] have mentioned that the upregulation of *RSAD,* which is a gene that has a similar function to *CYP11A1* in the low RFI (high feed efficiency) group, may lead to a decreased feed intake, high energy utilization and few energy costs by modulating fatty acid and leptin metabolism. These results are consistent with those reported by McCabe et al. (2012) [10], who discovered that *CYP11A1* was upregulated in severe negative energy balanced cows. This result suggests that the *CYP11A1* gene indeed played an important role in lipid synthesis and the regulation of cholesterol synthesis in the liver. Together with *CYP11A1*, the *CYP7A1* and *CYP2C9* genes were also differentially expressed and had the same pattern of expression in the Holsteins. 

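CYP7A1 (ENSBTAG00000005287) had 323 ± 199 CPM in the high-RFI (SD, n = 4) and 123 ± 78.0 in the low-RFI Holsteins (n = 5), a log2 fold change of 1.10 (SE 0.28, edgeR adjusted p = 0.253; exact two-sided permutation test over cows, p = 0.0397). Cow 11 was at 260 CPM, above 3 of the 4 high-RFI cows, while the other low-RFI cows lay between 65.8 and 107 CPM. In the high-RFI cow 7, the value was 1004 CPM on the C diet and 237 on the HC diet.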

In another study conducted by [37], the *CYP* genes were involved in steroidogenesis and converted cholesterol into pregnenolone and then to dehydroepiandrosterone (DHEA). The *CYP* gene function was also discussed in feed efficiency, particularly pertaining to hepatic metabolism [28, 38, 39].

### Ingenuity® Pathways Analysis (IPA®) output and interactions between DEGs

The output of the IPA for the Holsteins showed the top networks of the 18 upregulated DEGs, which included Metabolic Diseases, Endocrine System Disorders and Gastrointestinal Diseases. Consistently, the network of metabolic diseases was associated with the differential gene expression in the severe negative energy balance in high-yielding cows [11]. The metabolic disease network may be closely related to the immune system. Paradis et al. (2015) [31] have stated that immunity is very important to produce animals that have less energy to fight against systemic inflammation, have better detoxification of endotoxins and use more energy for growth.

The output from the STRING 10 analysis shows that among the significantly DEGs, the *ACACA* gene has interactions with *CYP11A1, BDH2, DGAT2, HSD17B4, FGFR2, HACL1* and *ALDH18A1*. This interaction depicts the importance of the *ACACA* gene in this output. The function of the *ACACA* gene is to convert acetyl CoA to fatty acids, also known as lipogenesis. 

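ACACA (ENSBTAG00000017567) was at 52.8 ± 17.3 CPM in the high-RFI (SD, n = 4) and 35.9 ± 13.3 in the low-RFI Holsteins (n = 5). With parity and diet in the model, the log2 fold change was 0.48 (SE 0.11, edgeR adjusted p = 0.162). The cow means overlapped: 3 of the 4 high-RFI cows lay above every low-RFI cow (exact two-sided permutation test without parity or blocks, p = 0.167). The cows had been selected in blocks, and within the 4 complete Holstein blocks the high-RFI cow was the higher one each time (56.8 against 43.2, 71.7 against 46.9, 30.0 against 18.8 and 52.8 against 46.2 CPM). DESeq2 with its prior gave an adjusted p of 0.00488.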

The upregulation of the *ACACA* gene in the high-RFI Holstein group in this network is also interesting in relation to functions in feed utilization. A positive relationship has been reported between ACACA enzyme activity and intramuscular fat levels [40]. In addition, the negative relationship between the *ACACA* gene and other lipogenesis pathway genes and milk production in dairy cattle was also confirmed by Sumner-Thomson et al. (2011) [41]. Hence, the increased *ACACA* gene expression might reflect the deposition of fat in the high-RFI cows.

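BDH2 (ENSBTAG00000002526) had 54.9 ± 2.00 CPM in the high-RFI (SD, n = 4) and 83.9 ± 7.66 in the low-RFI Holsteins (n = 5), and every high-RFI cow was below every low-RFI cow (exact two-sided permutation test, p = 0.00794, the smallest possible). Its log2 fold change was -0.63 (SE 0.07), with an edgeR adjusted p of 0.000113, and of 0.000896 with the cow as a replicate block. With the 2 libraries of each cow summed, the adjusted p was 0.162 in edgeR and 1.63e-07 in DESeq2 with its prior, the latter fit chosen after seeing the data. In the Jerseys, the log2 fold change was 0.28 (SE 0.16, edgeR adjusted p = 0.927).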

The output of the DEG analysis revealed that *BDH2* is another interesting gene to be considered due to its downregulation in the high-RFI cattle. These genes play an important role in metabolism and synthesis and are very well known for their role in the degradation of ketone bodies. In contrast, no change was observed in the transcript abundance of genes involved in ketone body synthesis [3-hydroxy-3-methylglutaryl-CoA synthase 2 (*HMGCS2*), 3-hydroxybutyrate dehydrogenase, type 2 (*BDH2*)] in cows subjected to nutrient restrictions to reduce the frequency of milking [42]. However, our results showed a downregulation of *BDH2* genes in the high-RFI cattle, suggesting that this group was inefficient in degrading ketone bodies.

In the present study, an upregulation of the *DGAT2* gene was observed in the high-RFI Holsteins. 

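DGAT2 (ENSBTAG00000001154) had 21.8 ± 2.58 CPM in the high-RFI (SD, n = 4) and 29.9 ± 3.75 in the low-RFI Holsteins (n = 5). Its log2 fold change, high- minus low-RFI, was -0.49 (SE 0.12, edgeR adjusted p = 0.236; exact two-sided permutation test over cows, p = 0.0238).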

In humans, the *DGAT2* gene was reported to be a candidate for the dissociation between fatty liver and insulin resistance [30], and this result has also been observed in mice [43]. The *DGAT* gene functions in the liver by catalysing the final reaction in the synthesis of triglycerides in which diacylglycerol is covalently bound to long chain fatty acyl-CoAs. The *DGAT* gene might be a candidate for treating obesity in humans because the increased expression of *DGAT* led to obesity in mice that were resistant to diet-induced obesity [44].

The IPA analysis output for the Jersey breed showed the top overrepresented networks, involving nine DEGs that are related to cellular compromises, neurological disease, organismal injury and abnormalities. These processes appear to be closely related to the top primary immunodeficiency output from the GSEA KEGG pathways. The importance of this related pathway was previously explained as it pertains to Holsteins. The output from STRING 10 showed only one interaction between the *GIMAP4* and *GIMAP8* genes among the significantly DEGs in the Jerseys. Although the Jersey DEGs differed from those in the Holsteins, some genes have similar functions, such as the *CYP3A4* gene.

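CYP3A4 (ENSBTAG00000047379) had 136 ± 9.45 CPM in the high-RFI and 107 ± 14.2 in the low-RFI Jerseys (SD, n = 5 each), a log2 fold change of 0.35 (SE 0.08, edgeR adjusted p = 0.309; exact two-sided permutation test over cows, p = 0.0159). In the Holsteins, the log2 fold change was 0.17 (SE 0.08, edgeR adjusted p = 0.580). Cytochrome P450 3A genes are similar in sequence. The deposited counts cover uniquely mapped read pairs, so pairs shared between members would be missing and the count is uncertain to that extent.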

The ferredoxin reductase (*FDXR*) gene was also a top DEG in the Jersey breed. 

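FDXR (ENSBTAG00000006525) had the lowest adjusted p of the Jersey comparison. It was at 4.57 ± 0.476 CPM in the high-RFI and 8.02 ± 0.325 in the low-RFI cows (SD, n = 5 each), without overlap between the groups (exact two-sided permutation test, p = 0.00794). The log2 fold change was -0.82 (SE 0.09), with an adjusted p of 0.00018 in edgeR, 0.000631 with the cow as a replicate block, and 0.0585 with the libraries of each cow summed (3.69e-09 in DESeq2 with its prior, a fit chosen after seeing the data). In the Holsteins, the log2 fold change was -0.0030 (SE 0.19, edgeR adjusted p = 0.999).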

The *FDXR* gene encodes a 50,000 kDa mitochondrial flavoprotein attached to the matrix side of the inner mitochondrial membrane. FDXR transports electrons from NADPH via the soluble single electron shuttle ferredoxin to a membrane-integrated cytochrome P450 enzyme (*CYP11A1*). The upregulation of the *FDXR* gene, which occurs in the low-RFI Jersey group, can deplete the levels of the reduced NADPH. This *FDXR* gene is also known to be involved in cholesterol metabolism, which is also a part of steroid metabolism.

In addition, it is interesting to note that the *GIMAP4* and *GIMAP8* genes, which were upregulated in the low-RFI Jersey group, are also related to an immuno-associated nucleotide (IAN) subfamily of nucleotide-binding proteins. This is important for controlling the immune system and responding to infections [45]. These genes have never been implicated or previously described in relation to feed efficiency or utilization in any species. 

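GIMAP4 (ENSBTAG00000046257) had 15.1 ± 10.9 CPM in the high-RFI and 49.9 ± 16.6 in the low-RFI Jerseys (SD, n = 5 each), a log2 fold change of -2.01 (SE 0.34, edgeR adjusted p = 0.0371, and 0.13 with the cow as a replicate block). GIMAP8 (ENSBTAG00000014402) had 18.7 ± 1.22 and 52.5 ± 25.4 CPM, a log2 fold change of -1.48 (SE 0.29, edgeR adjusted p = 0.0914). With the cow labels as given, each gene was higher in every low-RFI than in every high-RFI cow (exact two-sided permutation test, p = 0.00794). The GIMAP4 level was 6.08, 7.28 and 8.17 CPM in the high-RFI cows 12, 18 and 13, and 26.6 and 27.3 CPM in cows 3 and 4. The library labelled cow 10 on C had 24.0 and on HC 62.4 CPM, and those labelled cow 17 had 26.7 and 64.2 CPM. Were the 2 C libraries from 1 cow, its GIMAP4 mean would lie below the 27.3 CPM of high-RFI cow 4. The GIMAP4 separation would then not be complete. GIMAP genes form a family, and read pairs shared by its members would make their counts uncertain.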

The expression consistency of these two genes is interesting to relate to the biological functions that are important for controlling the immune system. Consistent with the GSEA output results, primary immunodeficiency is the top pathway and is reflected by the differential expression of these two related genes. The *GIMAP4* and *GIMAP8* genes require further investigation regarding their importance in controlling the immune system.

### Genes in the RFI x Diet interaction in the Jersey cattle

The DEGs involved in the interaction between RFI and diet were also associated with immunodeficiency, which was a key pathway consistently identified in this study. It is interesting that the diet has an impact on genes belonging to the immunodeficiency pathway, and this result paves the way for future studies to determine how to improve diet in relation to the genetic background of the animals. Two protein-coding genes, *SEC24D* and *FIZ1,* were differentially expressed in response to the diet and were associated with pathways, including Immune System and Transport to the Golgi and subsequent modification and were involved in transcriptional regulation [45]. These genes might also be factors in the primary immunodeficiency pathway that was detected as significantly overrepresented in this study. The lack of a more extensive differential gene expression response indicates that the differences in the concentrate composition of the diet tested in this analysis may not have been sufficient to influence gene expression levels.

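Across the 11827 genes kept in both breeds, the log2 fold changes by diet correlated between the breeds (across genes, Pearson's r = 0.28, Spearman's rho = 0.22; genes are not independent replicates). Of the 93 Holstein DEGs by diet that were tested in the Jerseys, 77 changed in the same direction there, and all 44 Jersey DEGs by diet did so in the Holsteins; 4 genes were DEGs by diet in both. In the first principal components of the 500 most variable genes, the HC and C libraries of the cows differed on PC1 in the Holsteins (exact two-sided sign-flip permutation test, p = 0.00391) but not on PC2 (p = 0.312 in the same exact test). In the Jerseys they differed on PC2 (exact test, p = 0.00195) but not on PC1, the larger component (exact test, p = 0.418). These 4 tests were not adjusted for their number.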

### Implications for improving feed efficiency via breeding

Through the integration of the information obtained from the DEGs, functional enrichment, pathway analysis and published data, this study provides a list of candidate genes whose functions and expression levels are strongly related to RFI. These candidate genes can be used to develop genomic biomarkers, eQTLs (expression quantitative trait loci), CNV (Copy Number Variation), SNPs (single-nucleotide polymorphisms) and additional markers for possible inclusion in genomic selection methods utilizing functional information [e.g., sgBLUP (system genomic BLUP) [24] and BLUP|GA (BLUP approach given the Genetic Architecture] [26].

This study was conducted with relatively small sample sizes (10 samples in each breed) but in a highly controlled environment. However, it is recommended that this study should be replicated with a larger sample size for the eventual validation of our findings.

## Conclusion

This study investigated the liver transcriptome of high- versus low-RFI animals experimentally tested with control versus high concentrate diets. The results provide an important understanding of the biology of feed efficiency in dairy cattle and a basis for elucidating the mechanisms of action and biological functions of highly differentially expressed genes. This study is novel in at least two aspects as follows: one in terms of the species/breed (dairy cattle: Danish Holsteins and Danish Jerseys) and the second in terms of the RFI x Diet experiments. Furthermore, to the best of our knowledge, this study is the first study conducted exploring residual feed intake in Nordic dairy cattle using RNA-Seq, which is known as the most accurate technology for genome-wide gene expression studies. The results reveal differences in the biological mechanisms related to residual feed intake in the Holsteins and Jerseys. 

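The difference between the breeds in the effect of RFI was tested in 1 edgeR fit of all 38 libraries. It gave 4 of 11827 genes with an adjusted p under 0.05 (CEACAM19, CHRNE, LYZ and GIMAP4), and 859 with an unadjusted p under 0.05. The Holstein minus Jersey difference in log2 fold change was -1.71 (SE 0.27, adjusted p = 0.0034) for CEACAM19, -2.71 (SE 0.44, adjusted p = 0.0034) for CHRNE, 1.26 (SE 0.21, adjusted p = 0.00354) for LYZ and 3.33 (SE 0.64, adjusted p = 0.035) for GIMAP4. With the libraries of each cow summed, 1 gene remained, LYZ (adjusted p = 0.0116). Of 100 splits of the cows within breeds into groups of the same sizes, the real one included, 34 gave at least 4 genes. With these splits, which ignore the selection blocks, the count cannot be told apart from a random split of the cows. Across genes, the log2 fold changes by RFI of the breeds had a Pearson's r of -0.0997 and a Spearman's rho of -0.0062. Of the paper's Holstein DEGs, 69 were tested in the Jerseys and 32 had the same sign there, 0 of them with an adjusted p under 0.05. Of its Jersey DEGs, 17 were tested in the Holsteins and 7 had the same sign.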

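With the cow labels as given, the 4 high-RFI and 5 low-RFI Holsteins were completely separated by 28 of the 70 genes of Additional file 1. The 5 and 5 Jerseys were separated by 8 of the 19 genes of Additional file 2. The genes of both lists had been chosen for their difference in the same cows, so the separation is not an independent test. In edgeR, 8 and 4 of these genes had an adjusted p under 0.05, and 5 and 3 with the cow as a replicate block in the paired libraries. With the selection block in place of parity, edgeR gave 29 Holstein and 3 Jersey DEGs among all genes tested, the 2 libraries of a cow still entering as separate samples. With these summed, edgeR gave 0 in either breed (555 Holstein and 461 Jersey genes at an unadjusted p under 0.05). Of 100 splits of the cows into groups of the same sizes, the real one included, 28 gave at least 8 genes in the Holsteins. In the Jerseys, 14 of 100 gave at least 4. The splits ignore the selection blocks. The paper concludes that the genes past the threshold in DESeq2 without the interaction are candidates for the regulation of feed efficiency in each breed. It bases this on these genes, their functional enrichment, networks and pathways, and on published data.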

The study identified 70 and 19 candidate genes that are involved in the regulation of feed efficiency pathways in the Holstein and Jersey cattle, respectively. The candidate genes identified in this study will be useful for explaining the biological effects of genomic markers in genomic selection methods utilizing functional information.

## Methods

### Animal ethics statement

In this study, individual cows of the two main dairy cattle breeds in Denmark, Holstein and Jersey, were obtained from Danish Cattle Research Centre (DCRC), Aarhus University, Denmark. The data from this herd have previously been used in quantitative genetic studies regarding feed or dry matter intake [46]. The experimental animal procedures were approved by the Danish Animal Experimentation Inspectorate.

### Animals experiments

Ten Jersey and ten Holstein cows were selected from a research herd of 200 animals. However, one of the Holstein cows was excluded from the study due to an unsuccessful liver biopsy. Animals of both breeds were divided into the following two groups: high- or low-residual feed intake (RFI). Residual Feed Intake was defined using the one-step approach [14]. Here, the random animal solutions were extracted from a random regression model in which the dry matter intake was regressed to the following fixed effects: weeks of lactation, the management group in which the cows were held, and the interaction between weeks of lactation, breed and parity. Fixed linear regressions were applied to adjust for the metabolic body weight, daily live weight change, daily body condition score change (fitted with a Legendre polynomial), and energy corrected milk yield. The random effects were cow within the breed and cow within the breed and parity. Cows were ranked based on their random effect solutions. From the available cows, blocks were defined to include two Holstein and two Jersey cows in a similar lactation stage and a similar parity group (first or older), and included one high and one low ranked cow of each breed. In total, five blocks were defined, and the cows within blocks were then allocated to the experimental treatments and measurements*.*

Table 8 shows the RFI values of the individual cows that were used for the samples and analysis. Table 8 also shows the assignment of the treatments for the first and the second periods of the experiment.

**Table 8:** Details of the experimental cows. The cows have been classified according to the breed, parity, block, RFI value, RFI group and the allocation of the diet for the first and second period. RFI values refer to the random animal solutions as explained in the text

Cow ID	Breed	Parity	Block	RFI value	RFI group	1st period	2nd period
6199	Holstein	1	5	-0.395	High	HC	C
5751	Holstein	3	2	-0.622	High	HC	C
6118	Holstein	1	3	-0.03	Low	HC	C
5957	Holstein	2	1	0.885	Low	HC	C
5790	Holstein	2	4	0.101	Low	HC	C
6004	Jersey	2	1	-1.705	High	HC	C
5739	Jersey	3	4	-0.042	High	HC	C
6090	Jersey	1	5	0.493	Low	HC	C
6162	Jersey	1	3	0.803	Low	HC	C
5729	Jersey	3	2	0.938	Low	HC	C
6144	Holstein	1	3	-1.103	High	C	HC
6005	Holstein	2	1	-1.046	High	C	HC
5544	Holstein	3	4	0.05	High	C	HC
5682	Holstein	3	2	0.695	Low	C	HC
6160	Jersey	1	5	-0.511	High	C	HC
6095	Jersey	1	3	-0.401	High	C	HC
5802	Jersey	3	2	-1.048	High	C	HC
6020	Jersey	2	1	0.458	Low	C	HC
5691	Jersey	3	4	2.226	Low	C	HC

*RFI* = Residual feed intake; *HC* = High concentrate; *C* = Low concentrate (control)

All cows received a low-concentrate [control (C)] and a high-concentrate (HC) diet in a crossover design with two periods (Table 9). There was approximately a 30% difference in the concentrate proportion of the dry matter (DM) basis between the high- and low-concentrate diets. In period 1, five Jersey and five Holstein cows were allocated to the high-concentrate diet, and the other four Holstein and five Jersey cows were allocated to the low-concentrate diet. Then, the animals were placed in four individual open circuit respiration chambers to measure gas exchange during the last 3 days of the trial. However, the measurements of the gases are not presented in this study. On the last day of the diet trial, the cows were transferred to a tie-a-stall area to undergo the liver biopsies.

**Table 9:** Ration composition of the experimental diet

Item	Low Concentrate	High Concentrate
Forage:Concentrate	68:32	39:61
Grass/clover silage (g/kg DM)	684	391
Barley (g/kg DM)	189	377
Rapeseed cake (g/kg DM)	25.7	51.4
Soybean meal (g/kg DM)	85.7	171
Urea (g/kg DM)	4.7	2.7
Mineral premix (g/kg DM)	9.3	5.3
Vitamin premix(g/kg DM)	2.1	1.2
Gross energy (MJ/kg DM)	18.7	19.2
DM (g/kg)	513	620
Ash (g/kg DM)	72.0	57.3
Crude protein (g/kg DM)	170	204
Crude fat (g/kg DM)	31.8	33.6
Starch (g/kg DM)	105	218
Crude fiber (g/kg DM)	179	127
NDF (g/kg DM)	335	271
iNDF (g/kg DM)	45.3	41.8

*DM* = Dry Matter; *NDF* = Neutral Detergent Fiber; *iNDF* = indigestible Neutral Detergent Fiber

After the liver biopsies, the cows were transferred and subjected to a new diet. The adaptation to the diets required 14–26 days in period 1 and 14 days in period 2. After the second diet period, another liver biopsy was performed. For the second trial, the cows were placed in a respiration chamber for 2 days at the end of the feeding trial before the transfer for the liver biopsy.

### Liver biopsy collection

Ten millilitres (ml) of Procamidor®vet (20 mg/ml) anaesthesia were injected under the skin and into the intercostal muscles at the site of the insertion of the biopsy instrument. Fifteen to 30 min after the injection, the surrounding muscle was numb, and a small incision was made through the skin in preparation for the insertion of the biopsy needle (PRO. MAG™ BIOPSY NEEDLE). Approximately 10–20 mg of liver tissue were collected from the biopsies and immersed in an RNAlater® (Sigma-Aldrich) solution for 6 days and stored at 4 °C. After 6 days, the RNAlater solution was removed, and the tissues were stored at −80 °C until further use.

### mRNA extraction and sequencing

mRNA was extracted from the liver tissue samples using the Qiazol, RNeasy® Mini Kit and MaXtract High Density for further RNA-Sequencing.

The quantity and quality of the extracted mRNA were assessed using a NanoDrop® ND-1000 spectrophotometer and Agilent 2100 Bioanalyzer machine. The quantity of the mRNA ranged from 77.95 to 1104.11 ng/μl. The quality of all mRNA samples was above 8 RIN (RNA Integrity Number). The preparation of the cDNA library and the RNA sequencing was performed by AROS Biotechnology A/S (Denmark). The cDNA originating from the RNA fragments were paired and sequenced using an Illumina HiSeq 2500 machine, and, on average, 57 million reads per sample were obtained. In detail, the fragments were paired-end sequenced, generating read pairs of 100 bp length and obtaining, on average, 28 million read pairs per sample. The RNA-Seq was performed in one run. All samples (38 samples) were pooled together using four lanes of a flow cell. The raw reads generated from the sequencing machine often were obtained in (or can be converted into) a file format called FASTQ. A read pair denotes that the sequencing was conducted from both ends of the fragment, resulting in a pair of reads, one from each end of the fragment.

### Bioinformatics and statistical analysis

The bioinformatics pipeline is shown in Fig. 6. A read quality control was conducted using FastQC version 0.11.3 [47]. Adapters were removed using cutadapt v.1.6f [48], and based on the quality control report, the reads were not further pre-processed.

**Fig. 6:**
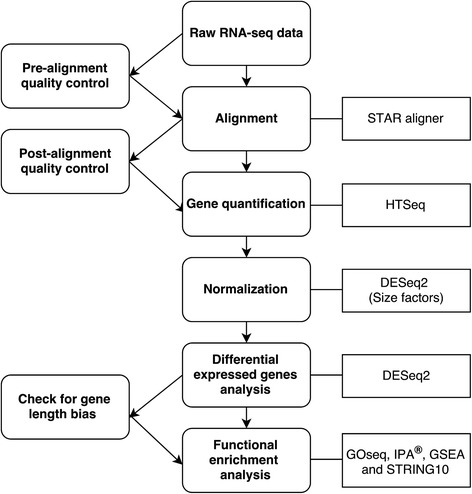
Working pipeline of the RNA-Seq analysis

Reads were aligned to the genome assembly *Bos taurus* UMD3.1 using STAR: ultrafast universal RNA-Seq aligner STAR_2.3.0 [49], providing the *Bos taurus* gene annotation file as additional information. A maximum of five mismatches was allowed, and all the other options were set as STAR default values. The reference genome and annotation file were downloaded from the Ensembl database, release 82.

A post-alignment quality control was performed on the alignment files using Qualimap version 2.0 [50]. The gene expression counts were computed using HTSeq-count [51]. This tool counts the read pairs mapping to a specific gene locus annotated in the Ensembl reference genome. Thus, we generated a matrix for each annotated gene with the corresponding raw counts. We filtered the low count genes, excluding genes with less than 1 count per million (cpm) in at least eight samples for the Holstein group and 10 samples in the Jersey group [31], where eight and 10 were the dimensions of the smallest classes in the treatment control variable in each breed.

Differentially expressed genes (DEGs) were identified using DESeq2 package version 1.12.0 [52].

The gene counts were normalized using the default normalization procedures provided by DESeq2.

The DE analyses were performed separately for each breed. All the parameters were set to default values and fitted with two different models.

1 $$ Model\ 1\kern1em  Y= Parity\  number + Diet + R F I $$

where Y is the gene expression counts, RFI is a dummy variable that represents the feed efficiency of the animals, and Parity number and Diet were codified as dummy variables included to control for potentially confounding effects. In this model, we assumed an additive effect without an interaction between diet and RFI.

2 $$ Model\ 2\kern0.75em  Y= Parity\  number + Diet + R F I + Diet: R F I $$

where Y is the gene expression counts, RFI is a dummy variable that represents the feed efficiency of the animals, and Parity number was included as a dummy variable to control for potentially confounding effects. In this model, we assumed an interaction between diet and RFI, and Diet: RFI is the interaction term (2 RFI groups × 2 treatment diets).

Differentially expressed genes were considered at a False Discovery Rate (FDR) < 5%.

A principal component analysis (PCA) was performed using the function plotPCA in the DESeq2 R package to determine the interrelations between the individual samples using the normalized counts of all the genes after filtering as the input. 

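Parity explained 23.3% of the variation of the cow means on PC1 and 70.5% on PC2 in the 9 Holsteins (exact permutation tests over cows, p = 0.486 and p = 0.0321), and 40.1% and 47.1% in the 10 Jerseys (exact permutation tests, p = 0.172 and p = 0.0787). These components came from log2 CPM of the 500 most variable of the filtered genes, the default number of the plotting function named in the paper. They held 17.5% and 15.7% of the variance in the Holsteins and 16.6% and 13.9% in the Jerseys. With all filtered genes in place of 500, the shares on PC1 and PC2 were 25.6% and 18.3% in the Holsteins (exact permutation tests, p = 0.507 and p = 0.571) and 25.4% and 13.5% in the Jerseys (exact permutation tests, p = 0.360 and p = 0.625). The 8 tests were not adjusted for their number.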

The PCA plot shows a strong effect of the Parity Number. Therefore, the Parity Number was included in the DE analysis to remove its confounding effect.

### Functional enrichment analysis

The functional enrichment analysis of the DEGs was performed using the GOseq version 1.24.0 package [53] in R software. Both Gene Ontology (GO) terms and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment were used to find significant enrichment in each DEG set identified. Because of limited annotations of the bovine reference genome, orthologous human genes (Ensembl genes 82) were also used to identify the enriched GO terms and KEGG pathways.

All the significantly DEGs obtained with the DESeq2 package were used as an input for the functional enrichment analysis by QIAGEN’s Ingenuity® Pathway Analysis (IPA®, QIAGEN Redwood City, http://www.qiagen.com/ingenuity). The Entrez gene ID of a particular gene was used as input. The IPA automatically converts the *Bos taurus* Entrez ID into the corresponding human orthologous gene. We selected the top networks in each species of the network analysis in the IPA.

Finally, an additional analysis was performed using a Gene Set Enrichment Analysis (GSEA) [54, 55] from the Broad Institute that, in contrast to IPA and GOseq, considers the changes in the entire gene profile. It has been previously demonstrated that GSEA provides insight into the biology behind a set of genes in terms of how the DEGs interact with one another [56].

Furthermore, STRING 10 version 10.0 [57] was used to identify interesting associations between the significant genes identified in our study. Using the STRING database (http://string-db.org/), multiple proteins were chosen from the website interface. The DEG names were inserted as the input in the list of names, and *Bos taurus* was chosen as the organism.

## Additional files

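The fold changes of Additional file 1 are high- against low-RFI on the log2 scale from Model 1. DESeq2 with a prior on the fold changes pulls noisy estimates towards 0. For REC8, for example, that fit gave a log2 fold change of -0.37, against -6.51 in edgeR, which shrinks the fold changes far less. The order of the genes by size of change in such a list therefore depends on the spread between libraries as well as on the size of the difference.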

Additional file 1: Differentially expressed gene list in Holsteins. (DOCX 23 kb)

Additional file 2: Differentially expressed gene list in Jerseys. (DOCX 17 kb)

Additional file 3: Gene Set Enrichment Analysis output. (DOCX 18 kb)

## Abbreviations

BLUP|GA: Best Linear Unbiased Prediction (approach given the Genetic Architecture)
C: Control
cDNA: Complementary DNA
CNV: Copy Number Variation
cpm: Count per million
DEG: Differentially Expressed Gene
DM: Dry Matter
eQTL: Expression Quantitative Trait Loci
FDR: False Discovery Rate
FE: Feed Efficiency
GO: Gene Ontology
GSEA: Gene Set Enrichment Analysis
GWAS: Genome Wide Association Study
HC: High Concentrate
iNDF: Indigestible Neutral Detergent Fibre
IPA®: Ingenuity® Pathway Analysis
KEGG: Kyoto Encyclopedia of Genes and Genomes
mRNA: Messenger RNA
NDF: Neutral Detergent Fiber
padj: Adjusted *p* value
PCA: Principal Component Analysis
RFI: Residual Feed Intake
RNA-Seq: RNA-Sequencing
sgBLUP: System genomic Best Linear Unbiased Prediction
SNP: Single Nucleotide Polymorphism
Tx: Treatment

# Supplementary material for: RNA-Seq transcriptomics and pathway analyses reveal potential regulatory genes and molecular mechanisms in high- and low-residual feed intake in Nordic dairy cattle
**Source:** BMC Genomics. 2017 Mar 24;18:258. doi: 10.1186/s12864-017-3622-9
**Supplement:** Supplementary file 2 — Differentially expressed gene list in Jerseys.

| Additional file 2 Differentially expressed genes list in Jersey | | | | | |
| --- | --- | --- | --- | --- | --- |
|  | Ensembl.Gene.ID | Associated.Gene.Name | baseMean | log2FoldChange | padj |
| 1 | ENSBTAG00000006525 | *FDXR* | 125.970 | -0.645 | 0.000 |
| 2 | ENSBTAG00000008066 | *PKDREJ* | 76.750 | 0.562 | 0.000 |
| 3 | ENSBTAG00000013689 | *MCTP2* | 148.262 | 0.529 | 0.000 |
| 4 | ENSBTAG00000027727 | Uncharacterized protein | 284.200 | 0.480 | 0.000 |
| 5 | ENSBTAG00000038487 | *ZNF613* | 155.398 | -0.390 | 0.026 |
| 6 | ENSBTAG00000046257 | *GIMAP4* | 650.179 | -0.387 | 0.002 |
| 7 | ENSBTAG00000005182 | *BOLA-A* | 434.954 | -0.387 | 0.001 |
| 8 | ENSBTAG00000014402 | *GIMAP8* | 713.049 | -0.382 | 0.009 |
| 9 | ENSBTAG00000045727 | Uncharacterized protein | 921.104 | 0.381 | 0.032 |
| 10 | ENSBTAG00000019026 | *EXTL2* | 34.590 | 0.378 | 0.037 |
| 11 | ENSBTAG00000037440 | *ZNF197* | 281.101 | 0.358 | 0.016 |
| 12 | ENSBTAG00000021751 | *RASEF* | 36.023 | -0.350 | 0.011 |
| 13 | ENSBTAG00000027205 | *PGBD5* | 30.062 | -0.340 | 0.026 |
| 14 | ENSBTAG00000031737 | *TMEM102* | 26.530 | 0.339 | 0.037 |
| 15 | ENSBTAG00000009087 | *GNG10* | 1516.440 | -0.325 | 0.026 |
| 16 | ENSBTAG00000040323 | Uncharacterized protein | 1003.599 | -0.321 | 0.026 |
| 17 | ENSBTAG00000014161 | *ARMC10* | 258.840 | -0.298 | 0.026 |
| 18 | ENSBTAG00000013106 | *C19orf81* | 26.345 | 0.295 | 0.026 |
| 19 | ENSBTAG00000047379 | *CYP3A4* | 2422.366 | 0.287 | 0.043 |
| +v e log2 fold change = upregulated in low feed efficiency (high RFI) group | | | | | |
| -ve log2 fold change = downregulated in low feed efficiency (high RFI) group | | | | | |

# Supplementary material for: RNA-Seq transcriptomics and pathway analyses reveal potential regulatory genes and molecular mechanisms in high- and low-residual feed intake in Nordic dairy cattle
**Source:** BMC Genomics. 2017 Mar 24;18:258. doi: 10.1186/s12864-017-3622-9
**Supplement:** Supplementary file 3 — Gene Set Enrichment Analysis output.

Additional file 3 Gene Set Enrichment Analysis (GSEA) output

| Downregulated KEGG pathways for FDR q-value <0.05 from the output of GSEA in Holstein | | |
| --- | --- | --- |
|  | Name | FDR q-value |
| 1 | Primary immunodeficiency | ~0 |
| 2 | Natural killer cell mediated cytotoxicity | ~0 |
| 3 | T cell receptor signaling pathway | ~0 |
| 4 | Leukocyte transendothelial migration | 0.002 |
| 5 | Chemokine signaling pathway | 0.002 |
| 6 | FC gamma R mediated phagocytosis | 0.008 |
| 7 | Propanoate metabolism | 0.009 |
| 8 | Rig I like receptor signaling pathway | 0.013 |
| 8 | Cell adhesion molecules cams | 0.012 |
| 9 | Calcium signaling pathway | 0.012 |
| 10 | B cell receptor signaling pathway | 0.021 |
| 11 | Nod like receptor signaling pathway | 0.028 |
| 12 | Viral myocarditis | 0.031 |
| 13 | FC epsilon RI signaling pathway | 0.038 |
| 14 | Leishmania infection | 0.043 |

| Downregulated KEGG pathways for FDR q-value <0.05 from the output of GSEA in Jersey | | |
| --- | --- | --- |
|  | Pathways name | FDR q-value |
| 1 | Leukocyte transendothelial migration | 0.006 |
| 2 | Primary immunodeficiency | 0.010 |
| 3 | Cytosolic DNA sensing pathway | 0.013 |
| 4 | Leishmania infection | 0.015 |
| 5 | Hematopoietic cell lineage | 0.044 |

| Upregulated KEGG pathways for FDR q-value <0.05 from the output of GSEA in Jersey | | |
| --- | --- | --- |
|  | Pathways name | FDR q-value |
| 1 | Retinol metabolism | 0.002 |
| 2 | Metabolism of xenobiotics by cytochrome P450 | 0.003 |
| 3 | Ether lipid metabolism | 0.009 |
| 4 | Starch and sucrose metabolism | 0.012 |
| 5 | Steroid hormone biosynthesis | 0.013 |
| 6 | Sphingolipid metabolism | 0.015 |
| 7 | Arachidonic acid metabolism | 0.023 |
| 8 | Glycolysis gluconeogenesis | 0.025 |
| 9 | Drug metabolism cytochrome P450 | 0.029 |
| 10 | Pentose phosphate pathway | 0.029 |

How the deposited data were processed for this re-analysis (not part of the article)

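The samples are 38 liver biopsies of 9 Holstein and 10 Jersey cows, each cow sampled once on a control and once on a high concentrate diet. The authors removed adapters with cutadapt, aligned the reads with STAR to UMD3.1 with the annotation of Ensembl release 82, allowing at most 5 mismatches, and made the deposited counts with HTSeq-count as read pairs per gene, neither normalized nor filtered. The HTSeq-count version and its strandedness setting are not stated in the paper. High- and low-RFI groups follow the definition of RFI, since the group column of Table 8 has the names the other way round.

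Genes were kept with at least 1 CPM in at least 8 Holstein or 10 Jersey libraries. The tests were run in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood F-test), limma 3.58.1 (voom with duplicateCorrelation) and DESeq2 1.42.0 (Wald test). The paper used DESeq2 1.12.0. Here edgeR was the tool of the reported values and DESeq2 an alternative, both fixed before the data were examined, as were the models, the threshold (Benjamini-Hochberg adjusted p under 0.05), the rule for naming genes and most alternatives. All edgeR, limma and DESeq2 tests are two-sided. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. Log2 CPM used a prior count of 2.

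Model 1 held parity, diet and RFI group, and Model 2 also their interaction, each breed on its own. A fit of both breeds tested the difference in the effect of RFI. Tests on single genes and on principal components permute whole cows exactly, on the mean of the 2 libraries of a cow, or flip the sign of the difference between the diets within cows. The pairing of C and HC libraries comes from the cow numbers in the sample labels and was checked in the counts. Fits with a replicate block took the cow as a random effect in limma-voom, or as a fixed effect in edgeR where diet or the interaction was tested.

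The genes named are all those that the Results or Discussion name as differentially expressed or as candidates in these cows, and in each comparison the 5 genes with the smallest p among those with an adjusted p under 0.05. Genes without a symbol in the Additional files are given by identifier or only counted. FBP2, SEC24D and FIZ1 could not be paired with an identifier and were not analysed here. The core gene lists of Tables 3, 4 and 5 were not tested, because at most 20% of the genes of a list were paired, below the 80% set as the minimum. Networks and pathway enrichment were not recomputed.

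The alternatives were DESeq2's size factors, no filter on low counts, DESeq2 with and without its prior on the fold changes, the 2 libraries of each cow summed, the replicate blocks, the selection block of Table 8 in place of parity, no parity term, the crossover period added, the RFI value in place of the group, all filtered genes in the principal components, and each cow left out in turn. Chosen after seeing the data were DESeq2 at its default alpha of 0.1 for independent filtering in place of 0.05, DESeq2 on summed libraries or with a fixed block, the share of read pairs on genes added to the model, the fits without cows 10 and 17, and the fit of both breeds without each cow.

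At the median depth of 19814536 read pairs on genes, genes near the limit of 1 CPM rest on few read pairs and their fold changes are the least precise. The procedure was tested on simulated data with the library sizes and dispersions of each breed. With 200 genes changed by 1.5 on the log2 scale and all libraries independent, which the libraries of a cow are not, edgeR called 98.5% of them in the Holsteins and 98% in the Jerseys. With cows that differ, edgeR on summed libraries called 92.5% and 89.5%. With cows that differ and no gene changed, edgeR called 17 and 2 genes, DESeq2 with its prior 116 and 88, the block in limma-voom 0 and 1, and summed libraries 0 and 0. Variation between the simulated cows was as large as the dispersions and was added to them. The numbers of calls can therefore not be carried over to the real cows.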

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

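Among the tests in this part, the comparison of cows 10 and 17 on genes chosen in the Holsteins was chosen only after the result was seen, and so was the fit with the share of read pairs on genes added.

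In 3 of 74 groups of cows, a cow lay far from the others on a named gene, where 3.7 are expected by chance. The gap to the nearest cow, divided by the range of the group, was 0.766 for CYP7A1 in the low-RFI Holstein cow 11, 0.831 for HSD17B4 in the high-RFI Holstein cow 2 and 0.876 for CHRNE in the low-RFI Holstein cow 6. A single failed or contaminated library goes against the values: the number of these cows of which only 1 library lay beyond the others was 0. No biological explanation was tested, and a variant carried by a cow was not examined.

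The effect of RFI differed between the breeds for 4 genes in a test of the difference itself. Of 100 splits of the cows within breeds into groups of the same sizes, the real split included, 34 gave as many genes or more. With these splits, the count cannot be told apart from a random split of the cows. The splits ignore that the cows were selected in blocks of a high- and a low-RFI cow.

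The effect of the diet on 94 Holstein genes and 44 Jersey genes is a signal in a comparison that the paper fits but does not report. Of 100 exchanges of the diet labels within cows, 1 gave as many genes in the Holsteins, and 1 in the Jerseys, in each breed the real one. Library size did not differ between the diets (exact two-sided sign-flip test, p = 0.117 in the Holsteins and p = 0.605 in the Jerseys) at an exact p under 0.05. The share of the 10 genes most counted over all libraries was higher on HC in 5 of 9 Holsteins (by 0.636 on average, p = 0.160 in the same exact test) and in 8 of 10 Jerseys (by 0.963, p = 0.0996). The percentage of read pairs on genes was higher on HC by 1.21 in the Holsteins, in 7 of 9 cows (p = 0.0586 in the same exact test), and by 0.531 in the Jerseys, in 6 of 10 (p = 0.111). With the crossover period added, 69 Holstein genes passed (27 higher and 42 lower on HC). In the Jerseys 43 passed, 24 higher and 19 lower against 27 and 17 without it, so some were new. With the share of read pairs on genes added, there were 134 Holstein genes but 12 Jersey genes, so in the Jerseys RNA quality or unspliced RNA may account for a part of the 44. Gene length and GC content were not tested. The other exchanges gave at most 4 genes in the Holsteins and 0 in the Jerseys, which argues against random diet labels. In the Holsteins, the 69 and 134 genes argue against the period or the share of read pairs as the whole source. An effect of the diet on liver expression remains a hypothesis in both breeds.

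The libraries of a cow were not always the most alike. No Holstein library (0) matched another cow better than its own on genes that are on or off, against 4 Jersey libraries, those of cows 10 and 17. On 200 genes chosen in the Holsteins, 4 of these 4 libraries were nearest to the other cow's library of the same diet label. On the same genes, the 2 libraries of cow 14 were not nearest to each other either (r = 0.17 across genes, which are not independent replicates): the C library was nearest to cow 5 on HC (r = 0.24) and the HC library to cow 5 on C (r = 0.28). A mislabelled library may therefore be the source: an exchange of 2 libraries between cows 10 and 17 would give this. On a diet score from the Holsteins, 2 of the 4 lay on the other diet's side, but only 11 of 16 other Jersey libraries lay on their own, so the score cannot tell which labels would be concerned. Both cows are in the low-RFI group, so their RFI label is the same either way. The libraries that match carry the same diet label, so the diet labels of the 2 exchanged libraries would be wrong. Their parity (2 for cow 10 and 1 for cow 17) and selection block would be wrong as well. The Jersey fits by diet, of the interaction, with parity or with a block would then rest on these labels, except those without both cows. The means of cows 10 and 17 would change, as for GIMAP4, where the separation of the RFI groups would not be complete.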

How the results depend on the processing

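Among the alternatives in this part, those said to be added were chosen only after the results were seen. For each change below, the cause was not tested. The counts of DEGs under edgeR without a block were 8 (RFI), 94 (diet), 4 (C) and 2 (HC) in the Holsteins, 4, 44, 1 and 0 (512 genes at an unadjusted p under 0.05) in the Jerseys, and 4 for the difference between breeds. With DESeq2's size factors in edgeR, all these counts stayed within 1.5 times.

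Without a filter on low counts, there were 16 DEGs by RFI in the Holsteins and 8 in the Jerseys, 7 (Holstein) and 0 (Jersey; 829 at an unadjusted p under 0.05) within the C diet, and 8 for the difference between breeds. DESeq2 with its prior gave 75 by RFI and 343 by diet in the Holsteins, and 19 and 185 in the Jerseys. Without the prior, it gave 61 by RFI, 343 by diet, 9 (C) and 13 (HC) in the Holsteins, and 21, 196, 3 and 6 in the Jerseys, with 2 for the interaction. At its default alpha (added), DESeq2 gave 70, 343, 19 and 185 with the prior, and 61, 343, 9 and 13 (Holstein) and 21, 187, 6 and 6, with 2 for the interaction (Jersey), without it.

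With the libraries of each cow summed, the counts by RFI were 0 in the Holsteins (555 at an unadjusted p under 0.05) and 0 in the Jerseys (461), and 1 for the difference between breeds; DESeq2 with its prior on summed libraries (added) gave 27 in the Holsteins and 6 in the Jerseys. The paired libraries enter as a replicate block in the following fits. With the cow as a random block, the Holstein counts were 5 by RFI, 271 by diet, 2 (C) and 1 (HC), and the Jersey count within the C diet was 0 (580). As a fixed block, 345 Holstein and 71 Jersey genes changed by diet. In DESeq2 with the fixed block (added), 1 Jersey gene passed for the interaction.

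With the selection block in place of parity, 29 Holstein DEGs by RFI were found. Without parity, 48 Holstein and 0 Jersey genes (1318) changed by diet, and 2 Jersey genes by RFI. With period added, the Holstein counts were 1 (C) and 0 (HC; 635), and the Jersey count was 1 (HC). The RFI value in place of the group gave 7 in the Holsteins, 6 rising and 1 falling with RFI against 1 and 7 by group, and 2 in the Jerseys; 11 of 37 named results were weaker under it. Adding the share of read pairs on genes (added) gave 12 Jersey genes by diet. Without cows 10 and 17 (added), 6 Jersey genes changed by diet, and 0 (601) within the C diet; with the fixed block 21, and with DESeq2 84, changed by diet. With all filtered genes, parity explained 18.3% of the Holstein PC2.

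Across the 9 fits that each left out a Holstein cow, the counts ranged from 4 to 15 by RFI, from 13 to 134 by diet, from 0 to 4 (C) and from 0 to 3 (HC). Across the 10 fits that each left out a Jersey cow, they ranged from 1 to 6, from 3 to 51, from 0 to 2 and from 0 to 2, and across the 19 fits of both breeds (added) from 3 to 19. The share of parity ranged from 15.6% to 68.2% on the Holstein PC1, from 7.45% to 78.1% on the Holstein PC2, from 21.6% to 64.7% on the Jersey PC1 and from 24.7% to 75.0% on the Jersey PC2.

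Of 1132 results for named genes under these alternatives, 911 kept their direction and their side of the threshold, 108 were weaker, 113 stronger and 0 reversed; the 503 of these that left out a cow held 438, 59 and 6. All 37 genes named for RFI kept their sign throughout. The lists of core genes were not run, since too few of their genes were paired.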

Differences from the paper's values

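No artifact test is reported in this part, and none of its values was tested for a cause. For the number of DEGs by RFI, the paper gives 70 in the Holsteins and 19 in the Jerseys, against 8 and 4 here. Of the alternatives set before the data were examined, DESeq2 with its prior (75 and 19) and without it (61 and 21) lie within 1.5 times the paper's numbers, and the others do not. Within the C diet, the paper gives 9 (Holstein) and 6 (Jersey), against 4 and 1 here. DESeq2 without a prior gave 9 and 3, and no filter on low counts gave 7 in the Holsteins. None of the alternatives set before the data were examined closed the gap for the Jerseys. Within the HC diet, the paper gives 13 and 6, against 2 and 0 here (512 Jersey genes at an unadjusted p under 0.05), and DESeq2 without a prior gave 13 and 6. For the Jersey interaction, the paper gives 2 genes, against 0 here (443 at an unadjusted p under 0.05), and DESeq2 without a prior gave 2. DESeq2 at its default alpha of 0.1, chosen after seeing the values, gave 70 and 19 with the prior; without it, it gave 9 (C) and 13 (HC) in the Holsteins and 6 (C), 6 (HC) and 2 (interaction) in the Jerseys. The paper states that all parameters were left at their defaults.

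The log2 fold changes of Additional file 1 that differ are, the paper's value first and the edgeR value second: CYP7A1 0.456 and 1.10, ELOVL6 0.439 and 0.69, FOSL2 0.424 and 0.68, IFI6 0.376 and 0.52, RYR1 0.517 and 0.79, SOCS2 0.422 and 0.91, LYZ 0.644 and 0.98, CR2 -0.542 and -0.67, SLC20A1 -0.563 and -0.73, CYP11A1 0.486 and 1.47, CD3D 0.407 and 0.59, CEACAM19 -0.944 and -1.50, REC8 -0.365 and -6.51, CHRNE -0.749 and -2.23. Those of Additional file 2 are EXTL2 0.378 and 0.88, TMEM102 0.339 and 1.36, FDXR -0.645 and -0.82, GIMAP4 -0.387 and -2.01, GIMAP8 -0.382 and -1.48, BOLA-A -0.387 and -0.49, ZNF613 -0.39 and -0.65, MCTP2 0.529 and 0.77, PKDREJ 0.562 and 1.12. With DESeq2 and its prior, set before the data were examined, 0 of 26 Holstein and 0 of 11 Jersey named genes differ, by at most 0.00071 and 0.00042. Of the other alternatives set before, some closed the gap for single genes: summed libraries for ELOVL6, IFI6, CR2 and CD3D, the selection block for FOSL2 and CR2, no parity term for IFI6, SOCS2 and CR2, DESeq2 without a prior for IFI6, and leaving out a cow for ELOVL6, FOSL2, IFI6, RYR1, CR2, SLC20A1, CD3D, BOLA-A and ZNF613. None of these others closed it for CYP7A1, LYZ, CYP11A1, CEACAM19, REC8, CHRNE, EXTL2, TMEM102, FDXR, GIMAP4, GIMAP8, MCTP2 or PKDREJ. DESeq2 with its prior at the default alpha, chosen after seeing the values, leaves the fold changes the same. DESeq2 with its prior on summed libraries, also chosen after seeing the values, differs for 5 of 26 and 5 of 11 genes.

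In direction, the Discussion describes DGAT2 as higher in the high-RFI Holsteins, and its log2 fold change here is -0.49. The paper's Results list DGAT2 among the downregulated genes, the same direction as here. Table 3 lists CD3D, ACACA and GNG10 among the core genes lower in the high-RFI Holsteins, and their log2 fold changes in the Holsteins here are 0.59, 0.48 and 0.12. For CD3D, Additional file 1 also gives a positive fold change, and the paper's Results list ACACA as upregulated.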

Other observations

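The splits with DESeq2 and the correlation within cows were chosen only after the numbers of DEGs were seen, though before their own outcome.

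The number of DEGs by RFI was set against splits of the same cows into groups of the same sizes, and each number of splits below includes the real split. In the Holsteins, 28 of 100 splits gave at least 8 genes (median of the others 4, at most 103), and in the Jerseys 14 of 100 gave at least 4 (at most 16). With DESeq2 and its prior, 20 of 50 Holstein splits gave at least 75 genes (median of the others 55, at most 269), and 17 of 50 Jersey splits gave at least 19 (median 14, at most 123). Within the C diet, 7 of 100 splits gave as many genes in the Holsteins and 21 in the Jerseys, and within the HC diet 18 in the Holsteins. For the interaction in either breed (206 Holstein and 443 Jersey genes at an unadjusted p under 0.05) and for the HC diet in the Jerseys (512), the count was 0, so all 100 of 100 splits gave as many and the comparison carries no information. With these splits, the counts by RFI cannot be told apart from a random grouping of the cows. The splits ignore that the cows were selected in blocks of a high- and a low-RFI cow, and the selection block in place of parity moved the Holstein count from 8 to 29. The splits that keep the blocks are 16 in each breed, too few for a share under 0.05, and were not run.

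A candidate explanation for the large counts in random splits is variation between cows that is counted as variation between libraries, since the 2 libraries of a cow enter as separate samples. Data were simulated with cows that differ and no gene changed. DESeq2 with its prior then called 116 Holstein and 88 Jersey genes, and edgeR 17 and 2. Summed libraries gave 0 and 0, and the replicate block 0 and 1. The simulated variation between cows was as large as the dispersion and was added to it in every gene. In the real data, the estimated correlation of paired libraries was 0.19 in the Holsteins and 0.078 in the Jerseys. The simulation therefore shows that such calls can arise, not how many arose here. After removing the model's effects, the median correlation of the 2 libraries of a cow was 0.28 for the paper's Holstein genes and 0.38 for its Jersey genes, against -0.044 and -0.12 in random sets of genes. Either median lies at percentile 100 of 10000 random sets. Genes may have been listed because whole cows differ on them. This does not exclude an effect of RFI on single genes among them.

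REC8 in the Holsteins had a mean of 0.482, 0.662, 0.329 and 0.106 CPM in the high-RFI cows 2, 7, 9 and 15, and of 33.5, 31.5, 61.9, 12.2 and 0.248 CPM in the low-RFI cows 1, 6, 11, 16 and 19.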
